# Genomic and Molecular Characterization of Wheat Streak Mosaic Virus Resistance Locus *2* (*Wsm2*) in Common Wheat (*Triticum aestivum* L.)

**DOI:** 10.3389/fpls.2022.928949

**Published:** 2022-07-01

**Authors:** Yucong Xie, Punya Nachappa, Vamsi J. Nalam, Stephen Pearce

**Keywords:** wheat, Wheat streak mosaic virus (WSMV), *Wsm2*, RPM1, structural variation, antiviral mechanism, viral resistance

## Abstract

Wheat streak mosaic virus (WSMV) is an economically important viral pathogen that threatens global wheat production, particularly in the Great Plains of the United States. The *Wsm2* locus confers resistance to WSMV and has been widely deployed in common wheat varieties adapted to this region. Characterizing the underlying causative genetic variant would contribute to our understanding of viral resistance mechanisms in wheat and aid the development of perfect markers for breeding. In this study, linkage mapping in a doubled-haploid (DH) mapping population confirmed *Wsm2* as a major locus conferring WSMV resistance in wheat. The *Wsm2* flanking markers were mapped to a 4.0 Mbp region at the distal end of chromosome 3BS containing 142 candidate genes. Eight haplotypes were identified from seventeen wheat genotypes collected from different agroecological zones, indicating that *Wsm2* lies in a dynamic region of the genome with extensive structural variation and that it is likely a rare allele in most available genome assemblies of common wheat varieties. Exome sequencing of the variety “Snowmass”, which carries *Wsm2*, revealed several loss-of-function mutations and copy number variants in the 142 candidate genes within the *Wsm2* interval. Six of these genes are differentially expressed in “Snowmass” compared to “Antero,” a variety lacking *Wsm2*, including a gene that encodes a nucleotide-binding site leucine-rich repeat (NBS-LRR) type protein with homology to RPM1. A *de novo* assembly of unmapped RNA-seq reads identified nine transcripts expressed only in “Snowmass,” three of which are also induced in response to WSMV inoculation. This study sheds light on the variation underlying *Wsm2* and provides a list of candidate genes for subsequent validation.

## Introduction

Common wheat (*Triticum aestivum* L.) provides approximately 20% of the calories and proteins consumed by the human population (FAOSTAT, 2021). First observed in 1922, Wheat streak mosaic virus (WSMV) is the species type of the genus *Tritimovirus* within the family *Potyviridae* (Stenger et al., 1998; Singh et al., 2018) and is an economically important viral pathogen that threatens wheat production around the globe (Navia et al., 2013). In the United States, WSMV mainly affects wheat grown in the Great Plains, causing average annual yield losses of approximately 5%, although severe localized infections can result in complete crop failure (Singh and Kundu, 2018; McKelvy et al., 2021). Once infected with WSMV, wheat leaves exhibit a characteristic yellow and green streaked mosaic pattern (Hadi et al., 2011). For winter wheat varieties, symptoms are most severe when infection occurs during tillering, which results in stunting, poor fertility, and reduced grain set (Hunger et al., 1992).

The transmission vector for WSMV is the eriophyid wheat curl mite (WCM) *Aceria tosichella* Keifer, which has a body length of ~200 μm and is spread between plants by the wind (Slykhuis, 1955). The WSMV can be acquired by WCM from infected host plants during a 10- to 30-min feeding time and remains active in WCM for 7–9 days (Orlob, 1966). Upon landing on wheat plants, the WCM remains hidden in rolled and curled leaves and leaf sheaths, where it can feed and survive for several months (Navia et al., 2013). As a result, miticides are ineffective in controlling WCM populations (Navia et al., 2013). Moreover, volunteer wheat, other monocots, and wild weeds, including oats (*Avena sativa*), barley (*Hordeum vulgare*), rye (*Secale cereale*), corn (*Zea mays*), and foxtail millet (*Setaria italica*), can serve as a “green bridge” for WCM to complete their life cycle between wheat cropping seasons (Singh and Kundu, 2018). This broad host range makes it ineffective and impractical for many growers to use cultural practices to eradicate WCM from infected fields (Singh et al., 2018). Therefore, the most effective long-term strategy to prevent damage caused by WCM and WSMV is to develop wheat cultivars with genetic resistance to the WSMV-WCM disease complex (Harvey et al., 1999; Nachappa et al., 2021).

To date, four quantitative trait loci (QTL) associated with WCM resistance (known as *Curl mite colonization* or *Cmc* genes) have been identified from grass species and ancestors of common wheat (Thomas and Conner, 1986; Whelan and Hart, 1988; Malik et al., 2003). Although these resistance alleles inhibit WCM reproductive potential and reduce its transmission rate in the field, their effectiveness varies between WCM populations and environmental conditions (Murugan et al., 2011; Dhakal et al., 2017). Moreover, all four *Cmc* genes are derived from alien introgressions and are associated with reduced yields due to linkage drag (Harvey et al., 1999).

In addition to introgressing genetic resistance to WCM, four genes (*Wsm1, Wsm2, Wsm3*, and *c2652*) for WSMV resistance have been identified (Haley et al., 2002; Sharp et al., 2002; Divis et al., 2006; Haber et al., 2006). Both *Wsm1* and *Wsm3* originated in intermediate wheatgrass (*Thinopyrum intermedium*) and were transferred into common wheat varieties through alien translocation (Wells et al., 1982; Friebe et al., 2009; Liu et al., 2011; Danilova et al., 2017). When deployed in elite varieties, these alleles confer a yield penalty due to linkage drag, limiting their value in wheat breeding programs. For example, in the absence of WSMV infection, *Wsm1* confers a yield penalty of up to 30% (Seifers et al., 1995; Sharp et al., 2002). The *Wsm3* gene has been introduced to common wheat only recently, and its effect on performance remains to be fully characterized (Nachappa et al., 2021). Although *c2652* was identified from a hard red spring wheat population (Haber et al., 2006), it has not been utilized in wheat germplasm development to date. The most widely deployed QTL is *Wsm2*, which was first identified in the wheat breeding line CO960293-2 and most likely originated in a common wheat background (Haley et al., 2002).

Over the last 15 years, *Wsm2* has provided strong resistance to WSMV (Seifers et al., 2006; Lu et al., 2012), leading to low WSMV incidence in field conditions (McKelvy et al., 2021). However, WSMV resistance-breaking strains have been reported in infected wheat carrying *Wsm2* (Fellers et al., 2019; Redila et al., 2021; Albrecht et al., 2022) and from *Setaria viridis* (Kumssa et al., 2019). Although *Wsm2* is temperature sensitive and less effective in the field at temperatures above 18°C (Seifers et al., 2006), there is no evidence that it has deleterious impacts on yield or other agronomic traits (Lu et al., 2012). Due to these advantages, *Wsm2* has been introduced into several common wheat varieties by recombination, including “RonL” (Martin et al., 2007), “Snowmass” (Haley et al., 2011), “Clara CL” (Martin et al., 2014), “Oakley CL” (Zhang et al., 2015), and “Joe” (Zhang et al., 2016).

Linkage mapping in two F_2:3_ populations showed that the WSMV resistance conferred by *Wsm2* is controlled by a single dominant allele located on chromosome arm 3BS (Lu et al., 2011). Subsequent studies using a recombinant inbred line (RIL) population mapped the *Wsm2* locus to a 6.5 cM region (Assanga et al., 2017; Tan et al., 2017). Three SNP markers, each within 1 cM of *Wsm2*, were transformed into KASP assays and validated in a RIL population (“CO960293” × “TAM111”) and in two doubled haploid (DH) populations (“RonL” × “Ripper” and “Snowmass” × “Antero”), from which haplotypes associated with WSMV resistance and susceptibility were identified (Tan et al., 2017). A genome-wide association study (GWAS) on 597 wheat breeding lines identified 10 other significant SNP markers associated with WSMV resistance (Dhakal et al., 2018). These 10 SNPs mapped to a 17.1–18.9 Mbp telomeric region on chromosome 3B in the IWGSC RefSeq v1.0 wheat reference genome assembly, coinciding with the *Wsm2* locus. This region contains a cluster of fourteen genes encoding Bowman-Birk inhibitors (BBIs) and is highly diverse between wheat varieties, with evidence of structural variation (Xie et al., 2021).

Despite the importance of *Wsm2*, the underlying causative gene has not been cloned, which will be required to develop perfect markers for breeding programs, and to further our understanding of viral resistance mechanisms in crops. In the current study, genome assemblies for the landrace “Chinese Spring” (IWGSC et al., 2018; Zhu et al., 2021) and sixteen other wheat varieties were used to characterize haplotypic variation at the *Wsm2* locus and to study their association with WSMV resistance. Exome and transcriptome sequencing datasets in the variety “Snowmass,” which carries *Wsm2*, were analyzed to identify several possible causative genes underlying this locus.

## Materials and Methods

### Plant Materials

Seeds of the wheat varieties “Jagger,” “SY Mattis,” “Robigus,” “Mace,” “Paragon,” “Landmark,” “Stanley,” “Claire,” “Weebill,” “Cadenza,” “Kronos,” and “Chinese Spring” were obtained from Seedstor (https://www.seedstor.ac.uk) and used to perform WSMV phenotyping assays. A *T. aestivum* L. DH population (*n* = 116) produced by Heartland Plant Innovations Inc. was developed by wheat-maize wide hybridization (Santra et al., 2017) from the parents “Snowmass” (WSMV resistant) and “Antero” (WSMV susceptible) and used for linkage mapping. “Snowmass” and “Antero” leaf tissues were used to quantify WSMV coat protein transcript levels by qRT-PCR in a time course from 0, 5, 10, and 15-days post-inoculation (dpi). For the RNA-seq study, eight individuals homozygous for the *Wsm2* locus were selected from the DH population (Supplementary Table S1).

### WSMV Inoculation and Phenotype Evaluation

An isolate of WSMV originally collected from Akron, Colorado, in 2017 was propagated in the greenhouse by mechanically inoculating the susceptible winter wheat genotype “Longhorn” every 6 months. Leaf tissues with a yellow streaking or mosaic pattern typical of WSMV were collected, frozen at −80 °C, and used to prepare fresh inoculum. The inoculum was prepared with 1:10 (w/v) dilution of the WSMV-infected wheat leaf tissue and 0.01 M of potassium phosphate buffer (pH 7.4) and inoculated on two-week-old seedlings. WSMV phenotyping was performed on two-week-old wheat plants grown in a PGR15 growth chamber (Conviron, Manitoba, Canada) in a 12 h photoperiod with temperatures set to 18°C day/15°C night. Mechanical inoculation was performed using a soft sponge soaked with the inoculum gently rubbed on the surface of wheat seedling leaves that were previously dusted with carborundum powder. Mock inoculation with phosphate buffer was used as a control. Plants were phenotyped 2 weeks after inoculation with WSMV by examining visual symptoms based on a modified 0–5 scale; (0 = no symptoms; 1 = one to a few chlorotic streaks on only one leaf of a plant; 2 = one to a few chlorotic streaks on <10% of leaf tissues; 3 = moderate mosaic on >50% leaf tissues; 4 = severe mosaic on >80% leaf tissues; 5 = complete mosaic, necrosis, and yellowing) (Tan et al., 2017). The DH population was phenotyped using four biological replicates of each line in three independent phenotyping trials using a completely randomized design. Mean phenotype scores were used to perform linkage mapping. Individual wheat varieties were phenotyped using five biological replicates in two independent experiments. Varieties with median phenotypic scores ≤ 2 were considered resistant, and varieties with scores >2 were considered susceptible.

### Haplotype Analysis for Within-Species Variation at the *Wsm2* Locus

The *Wsm2* flanking markers wsnp_Ex_c3005_5548573 (IWA3260) and BS00026471_51 (IWB7629), one left boundary flanking marker Ku_c663_1869), and three other markers tightly linked to *Wsm2* (IAAV6442, BS00018764_51, and IWA7647, Supplementary Table S2) were used for haplotype analysis. The basic local alignment search tool (BLAST) alignment of the sequence 100 bp upstream and downstream from each SNP position was used to identify the physical position of *Wsm2* on the wheat reference genomes IWGSC RefSeq v1.0 (IWGSC 2018) and RefSeq v2.1 (Zhu et al., 2021). These SNPs were also mapped to the genome assemblies of sixteen other wheat varieties (Mace, Lancer, CDC Stanley, CDC Landmark, Julius, Norin61, ArinaLrFor, Jagger, Cadenza, Paragon, Kronos, Robigus, Claire, Spelt, Weebill, and SY Mattis) to analyze genomic variation using the Galaxy platform (Afgan et al., 2018).

For validation of the genomic variation between varieties, the genomic sequence of *Wsm2* in these wheat cultivars was extracted using the “bedtools” getfasta command. The FASTA files of *Wsm2* in different wheat varieties were subjected to pairwise alignment, and dot plots were generated with “D-genies” using the minimap function (Cabanettes and Klopp, 2018).

### Linkage Mapping Analysis for the DH Population

The DH population was subjected to genotyping-by-sequencing (GBS, Elshire et al., 2011), and data were processed as described by Liu et al. (2016). The GBS markers were mapped to the wheat reference genome IWGSC RefSeq v1.0 (IWGSC 2018) and annotated based on their position. QTL analysis was performed with the R version 4.0.3 packages “R/qtl” (Arends et al., 2010) and “ASMap” (Taylor and Butler, 2017) using the mean phenotyping scores from two weeks post-inoculation of the four biological replicates of each DH line.

### Exome Capture Analysis for Genetic Variation Underlying *Wsm2* Locus

Exome reads of “Snowmass,” “Antero,” “Brawl,” “Byrd,” “Hatcher,” “CO940610,” and “Platte” were captured using the NimbleGen SeqCap EZ wheat whole-genome assay and sequenced as described by Jordan et al. (2015) and He et al. (2019). The 150 bp paired-end Illumina reads were filtered for quality using “fastp” (Chen et al., 2018). Reads were then aligned to the wheat reference IWGSC RefSeq v1.0 assembly using “bowtie2” v. 2.3.5 (Langmead and Salzberg, 2012) with the following parameters: -k 2 -N 1 -L 22 -D 20 -R 3. The alignments were subjected to “samtools” v1.11 to generate sorted BAM files and then “bcftools” v1.11 (Danecek et al., 2021) was used to call variants within the *Wsm2* locus with the “mpileup” command. The “SnpEff” (Cingolani et al., 2012) tool was used to predict the effects of genetic variants, including SNPs, indels, and multiple-nucleotide polymorphisms. The sorted BAM files from “Antero,” “Brawl,” “Byrd,” “Hatcher,” “CO940610,” and “Platte” were used as a reference set to assay copy number variation (CNV) for the test sample “Snowmass” (*Wsm2*+) using the “ExomeDepth R” package v.1.1.12 (Plagnol et al., 2012). The default parameters were used, except for a transition probability of 0.001 (“CallCNVs”) and a minimum overlap of 0.01 (“AnnotateExtra”).

To calculate the total variant number in the defined regions, the sorted BAM files were subjected to “bcftools” to generate VCF files and specify the defined region using (-r) in the “bcftools mpileup” command. The output VCF files were then subjected to “SnpEff” to predict the total number of variants within each region. The total exome or protein-coding gene length was calculated using the GFF3 file from IWGSC RefSeq v1.1 (http://ftp.ensemblgenomes.org/pub/plants/release-52/gff3/triticum_aestivum/) to extract the start and end position for each “gene” feature and sum the length of each “gene” feature within the selected interval. The variant rate was calculated by dividing the total exome length by the total variant number. The total variant rate for “Snowmass” was calculated for each individual chromosome and for the 4.0 Mbp interval spanning *Wsm2*. In addition, six other selected 4.0 Mbp intervals on telomeric or centromeric regions of the chromosomes (3B:40-44Mbp, 3B:200-204Mbp, 3B:345-349Mbp, 1A:15-19Mbp, 2B:15-19Mbp, and 6D:15-19Mbp), together with the *Wsm2* interval in six other wheat varieties were used as comparisons for the overall variant rate.

### WSMV Quantification

Two weeks after germination, “Antero” (*Wsm2*-, WSMV susceptible) and “Snowmass” (*Wsm2*+, WSMV resistant) plants were subjected to WSMV inoculation as described above. Leaf samples were taken by cutting the whole leaf tissues from five biological replicates over the time course of 0-, 5-, 10-, and 15-dpi. Leaf tissues were ground and homogenized in liquid nitrogen for subsequent total RNA isolation with the Spectrum^TM^ Plant Total RNA Isolation Kit (Sigma, USA), followed by on-column DNase I digestion treatment (Sigma-Aldrich, USA) to remove genomic DNA according to the manufacturer's instructions. The one-step qRT-PCR reaction was carried out using the TaqMan® RNA-to-Ct^TM^ 1-step kit (Applied Biosystems^TM^, USA) on a QuantStudio^TM^3 Real-Time PCR system (Applied Biosystems, USA). Reaction conditions and parameters adopted were as described previously by Price et al. (2010). WSMV was detected *via* qRT-PCR using coat protein-specific primers and the probe listed in Supplementary Table S3. To quantify the absolute amount of WSMV coat protein transcript levels, a regression line was plotted using plant RNA that contains 10 ng/μL of WSMV and subjected to 10-fold serial dilutions to 1 × 10^−5^ ng/μL. The C_q_ values for each dilution were plotted against total RNA transcript levels, and the regression line was considered at R^2^ > 0.996.

### RNA-Seq Library Preparation

Sixteen samples were collected for the RNA-seq experiment, including four biological replicates of two genotypes (*Wsm2*+ and *Wsm2*-) from the control condition (C - mock inoculation with phosphate buffer) and treatment condition (T - WSMV inoculation). Whole leaves were harvested at 10 dpi, stored at −80°C, and ground to a homogenized fine powder in liquid nitrogen. Total RNA was isolated with Spectrum^TM^ Plant Total RNA Isolation Kit (Sigma, USA) and quantified using Qubit^TM^ Flex Flouremeter (Invitrogen^TM^, USA). The Agilent 2100 bioanalyzer (RNA Nano Chip, Agilent, CA) was used to check RNA integrity. The library construction and sequencing *via* Illumina HiSeq 2000 were performed by Novogene Co., Ltd (Sacramento, CA, USA) and approximately 150 bp paired-end raw reads were generated. Raw sequencing data are available from the NCBI Gene Expression Omnibus under accession number GSE190382.

### Transcript Abundance, Differential Expression (DE) and GO Enrichment Analysis

To quantify WSMV reads in the RNA-seq samples, the coding sequence from WSMV isolate KSHm2014 (9,384 bp) was retrieved from the NCBI database (MK318278.1, https://www.ncbi.nlm.nih.gov/). This sequence was concatenated to the IWGSC RefSeq v1.0 wheat genome (IWGSC 2018) as an additional FASTA entry and used as the combined wheat-WSMV reference genome to build index files for alignments. Raw reads of each paired-end library were examined for sequence quality and adaptor sequences were removed using “fastp” with default settings (Chen et al., 2018). Trimmed paired-end RNA-seq reads were aligned to the reference genome using “STAR” 2.7.3 (Dobin and Gingeras, 2015) with parameters “-outFilterMismatchNmax 6 -alignIntronMax 10000”. Non-normalized reads were counted with “featureCounts” (Liao et al., 2014) with parameters “-t gene -p” and used as input for the R package “DEseq2” v3.14 (Love et al., 2014). Read counts of WSMV in each sample were normalized to “fastp” trimmed reads of the corresponding samples for count per million (cpm) of WSMV, and log-transformed into LogCPM. Differentially expressed genes (DEGs) were identified from pairwise comparisons for treatment effect (WSMV-treated *vs*. mock-treated) and for genotypic effect under each condition: Resistant vs. Susceptible under WSMV-treated condition ($T_{Wsm2-}^{Wsm2+}$) and mock-treated condition ($C_{Wsm2-}^{Wsm2+}$). The *P*-value threshold was determined using Benjamini and Hochberg's approach (Benjamini and Hochberg, 1995) for controlling the false discovery rate (FDR < 0.01) without controlling the log_2_ fold change (FC). Venn diagrams were drawn using VENNY software (Oliveros, 2007). Gene ontology (GO) enrichment analyses were performed with the “TopGO” R package v3.14 and Fisher tests were conducted to identify significant GO terms (*P* < 0.01).

### *De novo* Transcriptome Assembly of Unmapped Reads in *Wsm2*+ and Presence/Absence Analysis

During the STAR alignment, reads that did not map to IWGSC RefSeq v1.0 were collected with parameter “-outReadsUnmapped” and assembled with “Trinity” tool v2.14.0 (Grabherr et al., 2011) using the following parameters: “-seqType fq –samples_file<input_file> -max_memory 10G -CPU 20.” The proportion of reads mapped to the assembly was assessed with “Bowtie2” v2.3.5 (Langmead and Salzberg, 2012). Then“CD-HIT” (cd-hit-est – c 0.95) was used to remove redundant transcripts. To annotate the gene functions, the assembled transcripts were used as BLASTx queries against the NCBI NR database of non-redundant proteins (cutoff: 1e-5). The DEG analysis was performed on unmapped reads against assembled transcriptomes to identify differentially expressed transcripts (DETs) in four pairwise comparisons: $T_{Wsm2-}^{Wsm2+}$, $C_{Wsm2-}^{Wsm2+}$, ${Wsm2+}_{C}^{T}$, and ${Wsm2-}_{C}^{T}$.

Presence and absence variation (PAV) analysis was performed by BLASTn (default: 1e-3) on the assembled transcript sequences against the coding sequences (CDS) of other wheat varieties using the Galaxy platform (Afgan et al., 2018). The transcript was determined to be present (+) when the top BLAST hit exhibited a CDS similarity percentage >96%; otherwise the transcript was determined to be absent from that genome assembly. For unique transcripts in *Wsm2*+ that are also present in other wheat varieties, the corresponding gene ID and physical position were extracted using the “Galaxy” platform (Afgan et al., 2018).

### Gene Expression Validation With qRT-PCR

Transcript levels of selected candidate DEGs identified from RNA-seq experiments were validated with qRT-PCR in the same samples used for WSMV quantification. First-strand complementary DNA (cDNA) was synthesized from 2 μg of total RNA using SuperScript IV Reverse Transcriptase Kit (Thermo Fisher Scientific, USA) according to the manufacturer's instructions. The qRT-PCR reactions were performed using PowerUp SYBR Green Master Mix (Thermo Fisher Scientific, USA) in a 20 μL reaction with 100 ng cDNA and 1 μL of a 10 μM solution for each primer. Relative gene expression analysis was calculated using *ACTIN* as the internal control gene and 2^−*CT*^ method was used for relative quantification. Primer efficiency and specificity were determined by analyzing amplification in a four-fold dilution series and checking the dissociation curve for a single amplified product and calculated as: Efficiency (%) = $(4^{\frac{1}{slope}}-1)\times 100$. All primers in this study had an efficiency >90% and are listed in Supplementary Table S3.

## Results

### Genomic Characterization of *Wsm2* in Common Wheat

#### Analysis of Within-Species Genomic Variation for *Wsm2* in Seventeen Wheat Varieties

The *Wsm2* flanking markers wsnp_ex_c3005_5548573 (referred to as SNP1 hereafter) and BS00026471_51 (SNP6) were used to define the physical position of the *Wsm2* locus in genome assemblies of the landrace “Chinese Spring” (Supplementary Table S2). SNP1 mapped to two locations on chromosome arm 3BS, 14,985,292 bp, and 26,650,801 bp. At both positions, 100 bp flanking sequences were identical except that the former carries the “C” allele type, whereas the latter carries the “T” allele type for this SNP. As a result, the SNP1 is an ambiguous marker to define the left boundary of *Wsm2*. Therefore, an alternative marker Ku_c663_1896 (SNP2) which is 0.3 cM from SNP1 in the RIL population and 680 bp downstream of SNP1 mapped uniquely at position 14,985,972 bp (Supplementary Table S2) and was used to define the left boundary of *Wsm2* in subsequent analyses.

The markers, SNP2 and SNP6 span a 4.0 Mbp interval on chromosome arm 3BS in both the IWGSC RefSeq v1.0 (15.0 - 19.0 Mbp) and RefSeq v 2.1 (20.5 Mbp - 24.5 Mbp) genome assemblies (Supplementary Table S2). In both assemblies, this region included the same 142 annotated gene models (70 high confidence, 72 low confidence; Supplementary Table S4). Three other SNP markers, each within 1 cM of the *Wsm2* (Tan et al., 2017), are referred to as SNP3, SNP4, and SNP5, together with the flanking marker SNP6, were used to define the haplotypes across the *Wsm2* region. “Chinese Spring” carries the “CGTG” haplotype (Figure 1) and is consistent with its median phenotypic score of 4 (based on a 0–5 scale of visual symptoms where ≤ 2.0 indicates resistance and > 2.0 indicates susceptibility) (Table 1). The susceptible phenotype of “Chinese Spring” indicates that the wheat reference genome likely does not contain the *Wsm2* genetic variant.

**Figure 1:**
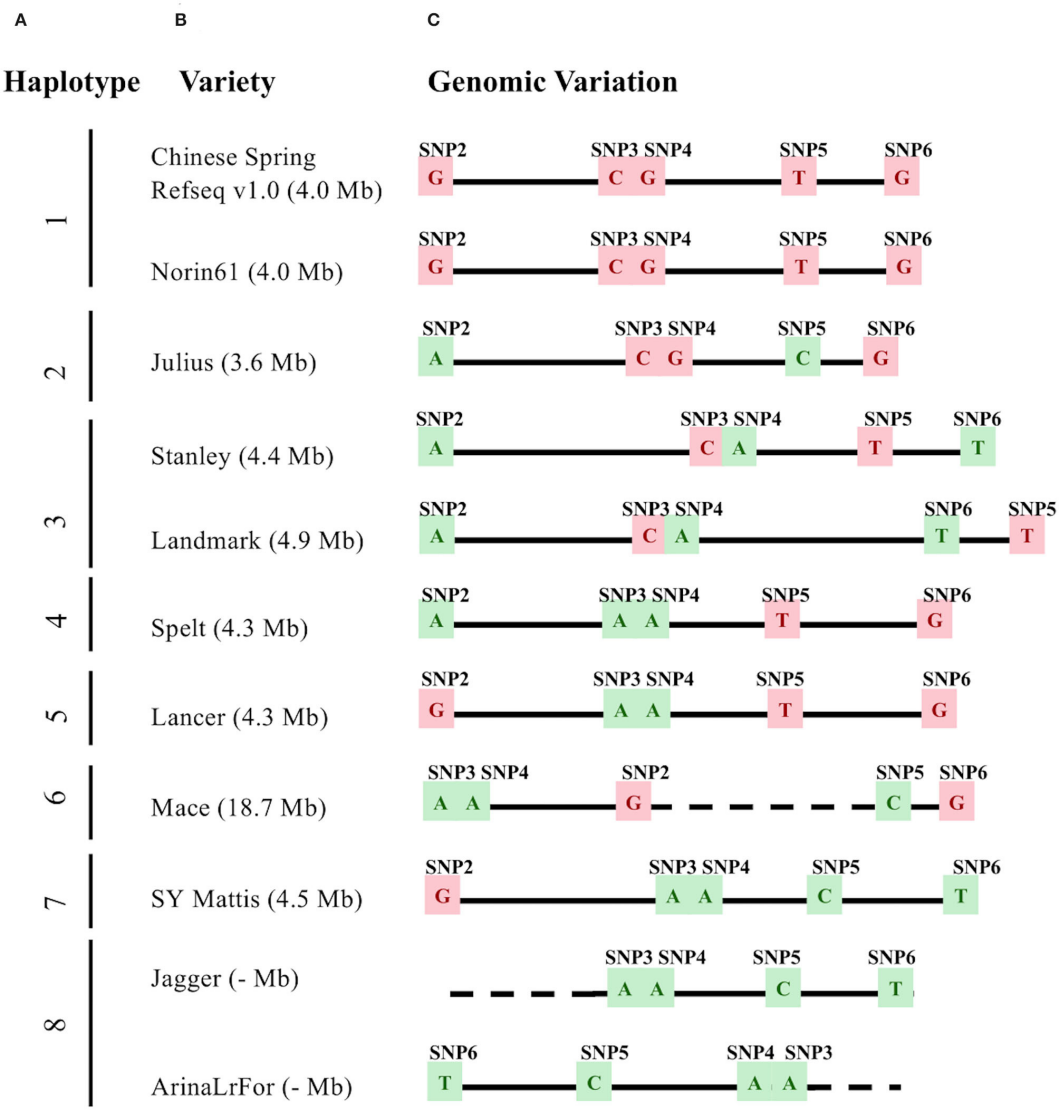
Genomic variation underlying *Wsm2* in eleven wheat varieties. **(A)** Haplotypes were grouped based on allele type across five single nucleotide polymorphism (SNP) markers (SNP2-SNP6). **(B)** Variety names and the *Wsm2* interval size. **(C)** Haplotype and genomic position based on SNP2-SNP6. The relative physical position of markers was drawn to scale (1 cm = 1 Mbp). SNPs with *Wsm2* resistant allele type are highlighted in green and *Wsm2* susceptible allele type in pink. Dashed lines indicate that the region is not drawn to scale because of the large insertion between SNP2 and SNP5 in “Mace,” or a deletion near SNP2 in “Jagger” and “ArinaLrFor.” The *Wsm2* interval in “Jagger” and “ArinaLrFor” is indicated with a dash due to a deletion near SNP2 in these two varieties.

**Table 1:** Haplotype analysis of *Wsm2* in 19 wheat varieties.

**Marker Name**	**SNP3**	**SNP4**	**SNP5**	**SNP6**	**Phenotype Score (Median)**	**Haplotype Group**

**Marker Position (bp)**	**16,443,466**	**16,455,416**	**17,770,942**	**18,873,524**		
Antero	C	G	T	G	3	1
Chinese Spring	C	G	T	G	4	
Norin61	C	G	T	G	a	
Julius	C	G	C	G	a	2
Kronos	C	A	C	G	4	3
Cadenza	C	A	T	G	3	4
Weebill	C	A	T	T	3	5
Claire	C	A	T	T	3	
CDC Stanley	C	A	T	T	4	
CDC Landmark	C	A	T	T	3.5	
Spelt	A	A	T	G	a	6
Lancer	A	A	T	G	a	
Paragon	A	A	C	G	2.5	7
Mace	A	A	C	G	4	
Robigus	A	A	C	T	3	8
SY Mattis	A	A	C	T	3	
Jagger	A	A	C	T	2	
ArinaLrFor	A	A	C	T	a	
Snowmass	A	A	C	T	1	

*^a^Gray highlight means plant materials were unavailable to phenotype*.

*The haplotype alleles shared with “Snowmass” (WSMV resistant) are highlighted in blue, whereas the haplotype shared with “Antero” (WSMV susceptible) is highlighted in pink. Phenotyping was performed 2 weeks after virus inoculation based on a 0–5 scale of visual symptoms. A median score ≤2 was considered resistant, whereas a median score >2 was considered susceptible*.

To compare within-species genomic diversity at the *Wsm2* locus, the corresponding genomic region was identified in ten additional wheat varieties with pseudomolecule genome assemblies by mapping the physical position of each single nucleotide polymorphism (SNP) (Figure 1, Supplementary Table S5). This region contained structural variation between varieties. For example, the physical distance between these five markers ranges from 3.6 Mbp in “Julius” to 18.7 Mbp in “Mace,” due to a 17.9 Mbp insertion and inversion between markers SNP2 and SNP5 in the latter variety (Figure 1). An inversion between markers, SNP3 and SNP6 was also detected in “ArinaLrFor,” while SNP2 is deleted from the “Jagger” and “ArinaLrFor” assemblies (Figure 1). An alignment of genomic sequence flanking this region suggests that these two varieties carry a deletion near the left boundary of *Wsm2* (Supplementary Figure S1).

To further analyze *Wsm2* haplotypes, six other wheat varieties with scaffold-level genome assemblies (“Kronos,” “Cadenza,” “Weebill,” “Claire,” “Paragon,” and “Robigus”) and two winter wheat parental lines (“Antero” and “Snowmass”) were included in the analysis. Eight haplotypes in this region were identified considering all nineteen wheat varieties (Table 1). The “CGTG” haplotype associated with WSMV susceptibility in “Chinese Spring” was also identified in “Norin61” and “Antero” (Table 1). Although “Norin61” was not phenotyped in the current study, both “Chinese Spring” and “Antero” have a median score greater than 2, consistent with the association between this haplotype and WSMV susceptibility (Table 1). However, the five varieties carrying the “AACT” haplotype exhibited variable phenotypic scores, including a median score of 1 in “Snowmass,” 2 in “Jagger,” and 3 in “SY Mattis” and “Robigus” (Table 1), indicating that this haplotype is not consistently associated with WSMV resistance. Six other haplotypes were identified in the remaining eleven wheat varieties, all of which were susceptible to WSMV infection (median score > 2, Table 1). Taken together, these results show that *Wsm2* is in a dynamic region of the wheat genome and is likely absent from all wheat varieties with assembled genomes.

#### Linkage Mapping Confirmed That *Wsm2* Confers Resistance to WSMV in “Snowmass”

To validate the association between *Wsm2* and WSMV resistance, linkage mapping was performed in a DH mapping population (*n* = 116) derived from “Snowmass” (mean phenotypic score 0.8, “AACT haplotype”) and “Antero” (mean phenotypic score 3.3, “CGTG” haplotype). Four significant QTL for WSMV resistance were identified [logarithm of odds (LOD) > 3, *P* < 0.001] on chromosomes 3B, 3D, 5B, and 7B (Figure 2). The strongest association was identified on chromosome 3B, where 60 significant markers (LOD > 3) were mapped, including 45 within the region between 11.9 Mbp and 28.5 Mbp, co-located with the previously defined *Wsm2* region (15.0 - 19.0 Mbp) (Supplementary Table S6). In addition, two other significant markers were mapped to chromosome 3D at physical positions 4,397,505 bp and 5,446,355 bp. Sequence alignment showed that this region is not syntenic to the *Wsm2* locus on chromosome 3B (Supplementary Figure S2). Five other significant markers were mapped to chromosome 7B, and one significant marker was mapped to chromosome 5B. Full details of each marker and their associated LOD score are provided in Supplementary Table S6. The results confirmed that “Snowmass” contains the *Wsm2* variant, and that this locus confers WSMV resistance. Therefore, “Snowmass” can be used to identify and characterize genetic variation underlying the *Wsm2* locus.

**Figure 2:**
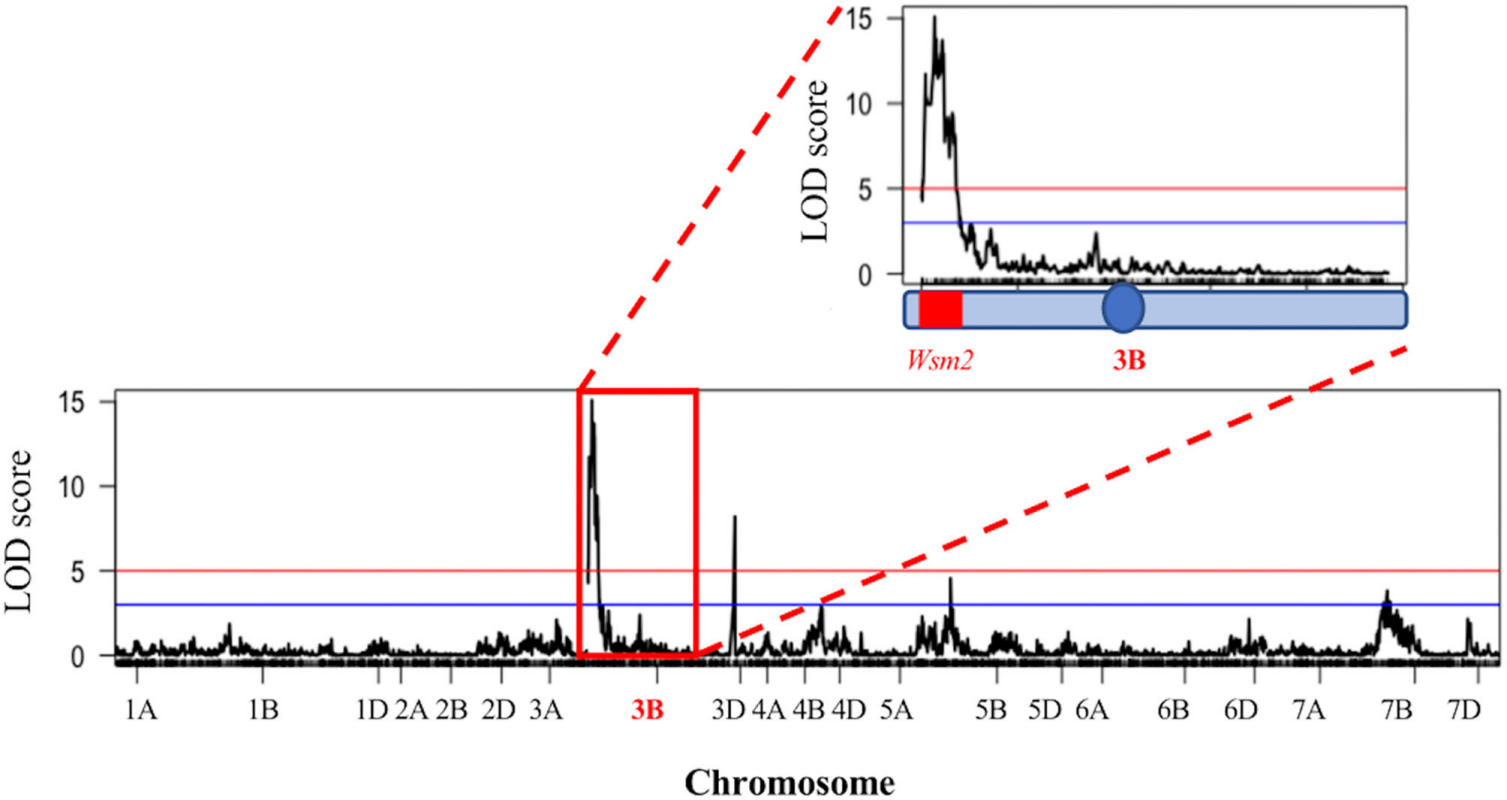
Quantitative trait loci (QTL) mapping for WSMV resistance in a “Snowmass” × “Antero” doubled haploid (DH) population (*n* = 116). Horizontal blue line indicates LOD = 3 (*P* < 1e-3) and horizontal red line indicates logarithm of odds (LOD) = 5 (*P* < 1e-5). Red box indicates chromosome 3B. The blue circle indicates the position of chromosome 3B centromere, and the *Wsm2* region is highlighted in red.

#### Exome Sequencing Revealed Genetic and Copy Number Variation at the *Wsm2* Locus

Exome sequencing reads from “Snowmass” were mapped to the IWGSC RefSeq v1.0 genome to characterize natural genetic variation in protein-coding genes between “Chinese Spring” (*Wsm2-*) and “Snowmass” (*Wsm2*+). Within the *Wsm2* interval, 1,191 SNPs (96%) and 50 small Indels (4%) were identified (Supplementary Table S7). This translates to a rate of one variant per 126 bp of the coding sequence, higher than the mean rate of one variant per 503 bp across the whole exome, and six other 4 Mbp regions sampled from different regions of the genome (Supplementary Table S8). However, a high rate of variation in this region was also observed in six other wheat genotypes (“Antero,” “Brawl,” “Byrd,” “Hatcher,” “CO940610,” and “Platte”), ranging from one variant per 125 bp to 189 bp exome length (Supplementary Table S8). None of these varieties exhibit resistance to WSMV, suggesting that the high rate of variation is unrelated to the presence of *Wsm2*, consistent with its origins in common wheat genetic material.

The variants within *Wsm2* are predicted to induce 4,382 genetic effects within spliced transcript sequences (Supplementary Table S7). Six high-impact variants were predicted, leading to either premature introduction of a stop codon within the coding sequence or a shift in the open reading frame (Supplementary Table S7). Of the six high impact variants in “Snowmass,” four were also present in the WSMV susceptible parent “Antero” (Supplementary Table S7). One of the genetic variants unique to “Snowmass” is a 2 bp insertion in *TraesCS3B02G042400LC*, a non-translating gene, and the other is a 10 bp deletion in *TraesCS3B02G038300* (Bowman-Birk trypsin inhibitor) that introduces a premature stop codon at amino acid 156 (T156^*^) and is likely to encode a non-functional protein (Supplementary Table S7).

To search for structural variation within the *Wsm2* interval in “Snowmass,” exome sequencing read depth from “Snowmass” was compared to the mean depth from the exomes of six other wheat varieties. Ten of the 142 candidate genes within *Wsm2* exhibited copy number variation (Figure 3, Supplementary Figure S3). Six genes underwent an expansion in “Snowmass” and are predicted to have two to three copies compared to the mean coverage in the reference exome set (Figure 3). These include a cluster of four adjacent genes encoding UDP-glycosyltransferase proteins and a gene encoding a nucleotide-binding site leucine-rich repeat (NBS-LRR) type disease resistance protein (Figure 3).

**Figure 3:**
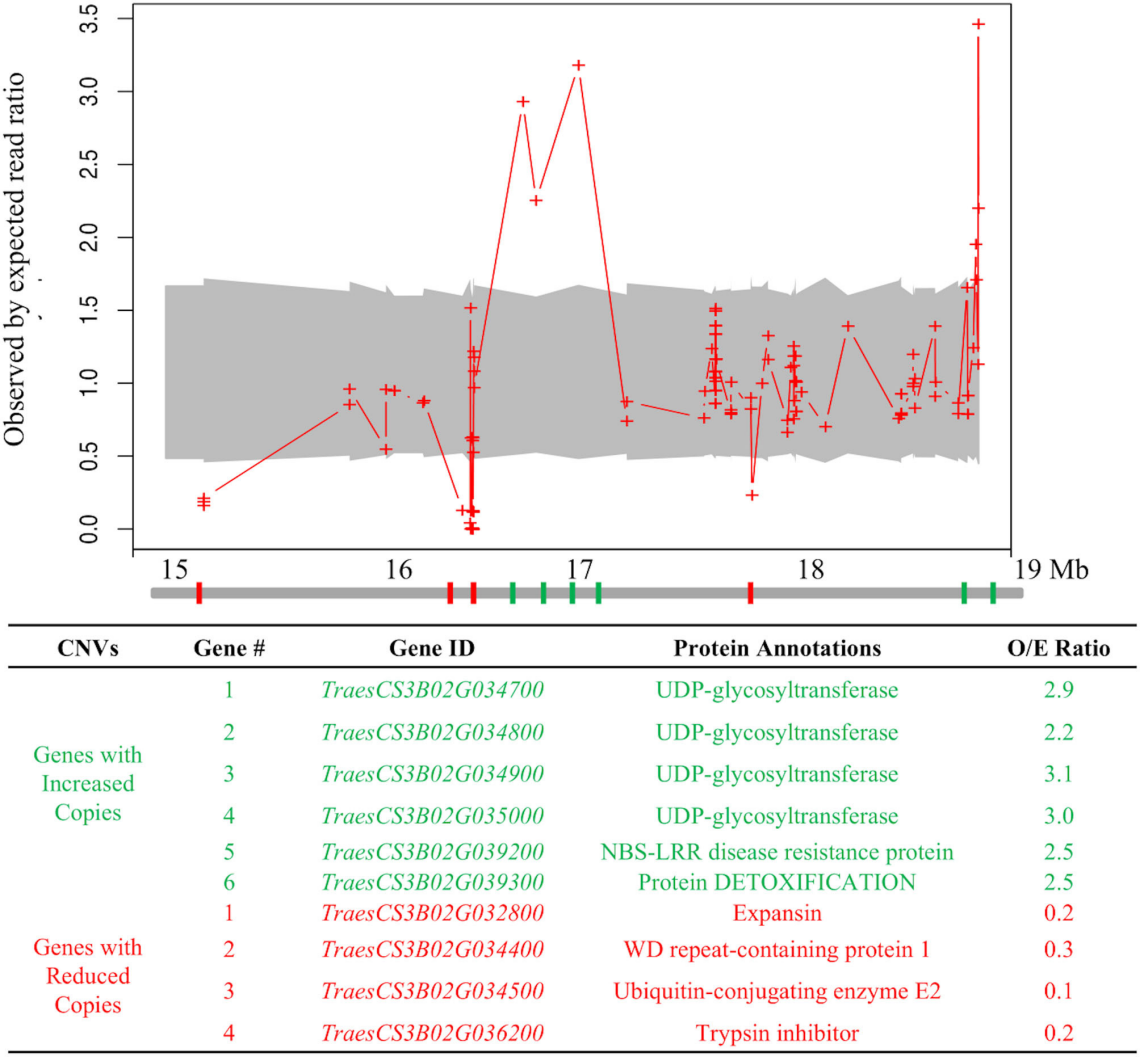
Copy number variation at the *Wsm2* locus in “Snowmass.” Values indicate the observed by expected read ratio between the “Snowmass” exome and a reference set of exomes from six other wheat varieties. The 95% confidence interval is marked by a gray shadow. Red crosses indicate a minimum number of ten reads mapped to this region. The diagram below indicates chromosome 3B from 15 Mbp to 19 Mbp. Genes highlighted in green are predicted to have more copies in “Snowmass,” whereas genes highlighted in red are predicted to have fewer copies in “Snowmass.” Gene number reflects their order from left to right in this diagram. The table describes the protein annotation observed by the expected read ratio (O/E ratio) averaged for all reads that mapped to each gene.

### Transcriptomics to Characterize Host Response to WSMV Infection

#### WSMV Accumulation in *Wsm2*+ and *Wsm2-* Genotypes

To compare the accumulation of WSMV in resistant and susceptible wheat, RNA was extracted from whole leaf tissues from “Snowmass” (*Wsm2*+, WSMV resistant) and “Antero” (*Wsm2*-, WSMV susceptible) at four time points after WSMV inoculation (0, 5, 10, and 15 dpi, Figure 4A). WSMV was accumulated in both genotypes throughout the time course, but at a much lower rate in *Wsm2*+ compared to *Wsm2*- (Figure 4A). There were no significant differences in WSMV coat protein transcript levels between genotypes at either 0 or 5 dpi (*P* > 0.05), but at both 10 dpi (4.4-fold, *P* < 0.001) and 15 dpi (4.7-fold, *P* < 0.05) *Wsm2*+ contained significantly lower levels of WSMV transcripts than *Wsm2*- (Figure 4A). This result was consistent with visual symptoms; whereas *Wsm2*- individual plants showed characteristic streaked and mosaic patterns on their leaves beginning at 10 dpi, the leaves of *Wsm2*+ individuals remained asymptomatic throughout the time course (Figure 4B).

**Figure 4:**
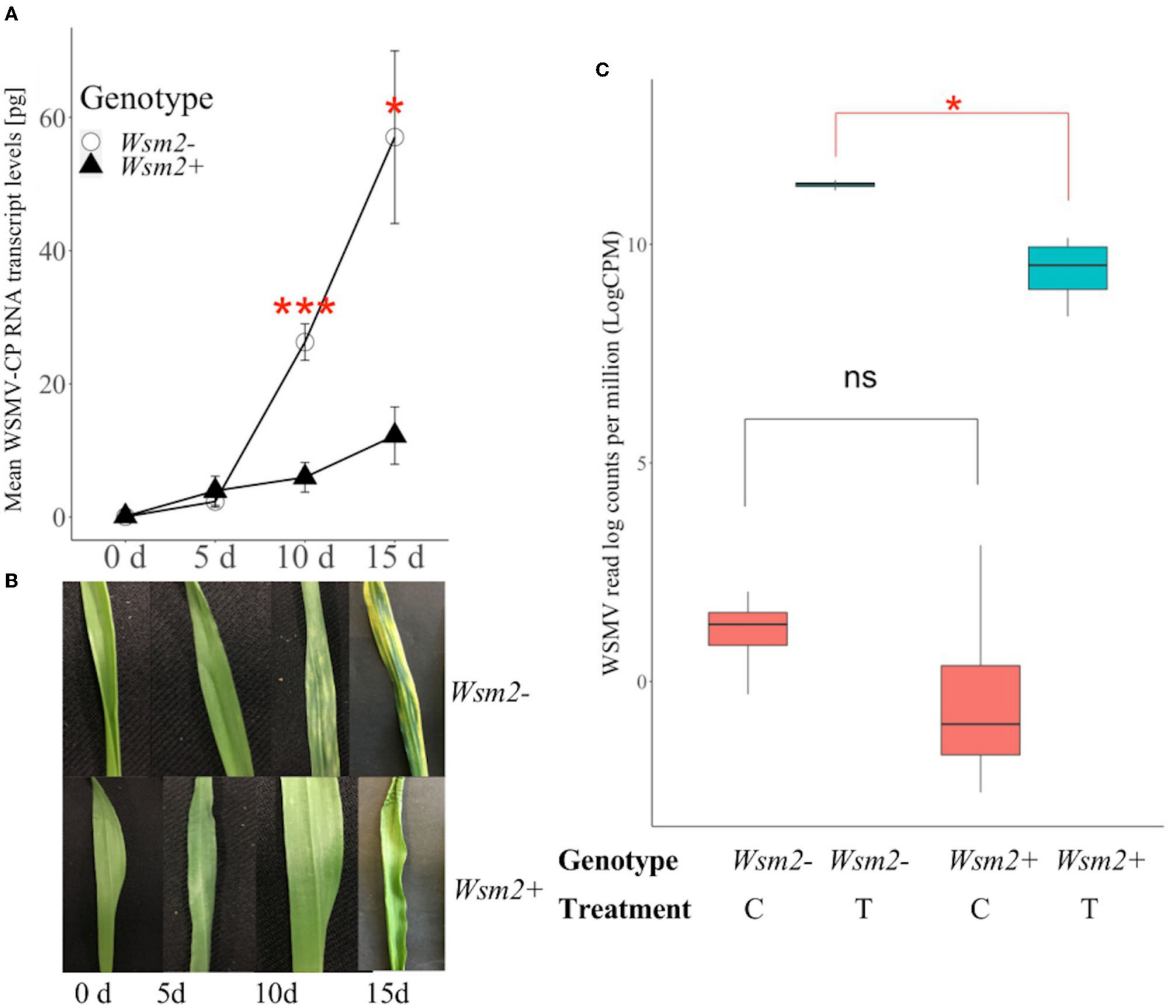
Characterization of the response of *Wsm2*+ and *Wsm2*- genotypes to WSMV infection. **(A)** WSMV quantification in “Snowmass” (*Wsm2*+) and “Antero” (*Wsm2*-) leaf tissue before (0), 5-, 10- and 15- day post inoculation (dpi). Error bar indicates standard error (SE, *n* = 5). **(B)** Phenotype of leaves in “Snowmass” and “Antero” 0, 5, 10, and 15- dpi. **(C)** Quantification of WSMV reads (log counts per million) in RNA-seq samples (*n* = 4) collected at 10 dpi from leaf tissue under four conditions: *Wsm2*- (C), *Wsm2-* (T), *Wsm2*+ (C) and *Wsm2*+ (T), T indicates WSMV-treated condition, C indicates mock-treated condition. Two tailed *t*-tests were performed to compare genotypes. *P < 0.5, ***P < 0.001, ns = not significant.

#### Summary Statistics of the RNA-Seq Experiment

Based on the time course results, 10 dpi was selected to characterize the early transcriptomic response of wheat plants to WSMV infection. In this RNA-seq study, 16 samples were collected from the leaf tissue of two wheat genotypes under two treatments (WSMV-treated, mock-treated). 

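Leaf RNA was sequenced from 8 doubled haploid (DH) lines 10 days after WSMV treatment (T) or mock treatment (C), with 4 lines carrying the “Snowmass” haplotype at the *Wsm2* locus (*Wsm2*+) and 4 carrying the “Antero” haplotype (*Wsm2*-). Each of the 4 conditions was represented by 4 biological replicates, giving 16 libraries. Within a genotype, replicates with the same number under both treatments came from the same DH line (Supplementary Table S1). The authors trimmed the paired-end reads with fastp, aligned them with STAR to the IWGSC RefSeq v1.0 wheat genome joined to a WSMV sequence, and counted fragments per gene with featureCounts. The deposited values are these raw counts, without normalization, for 269428 wheat gene models, of which 107892 are of high confidence and 161536 of low confidence. They hold no entry for WSMV. The methods give gene as the counted feature, whereas the exon coordinates and lengths beside the counts show that fragments were counted on exons and summed per gene. The total count per library ranged from 17256219 to 19409083 in *Wsm2*+ (T), with a median of 18078887, and from 18214069 to 22324103 in *Wsm2*+ (C), with a median of 20220943.5. It ranged from 16457663 to 21832505 in *Wsm2*- (T), with a median of 17359346, and from 17480715 to 19891202 in *Wsm2*- (C), with a median of 18253527. The paper's Supplementary Table S9 lists a mean of 26772941 trimmed reads per library, a number that precedes alignment and counting. All values here use the counted fragments. The 10 genes with the most counts took 2.77% ± 0.434 (SD, n = 4) of the counts in *Wsm2*- (T) and 4.97% ± 0.97 (SD, n = 4) in *Wsm2*- (C), compared with 5.19% ± 0.691 (SD, n = 4) in *Wsm2*+ (T) and 5.97% ± 0.36 (SD, n = 4) in *Wsm2*+ (C). At least 1 fragment was counted on 121016 genes in any library, and the 68455 genes that passed edgeR's expression filter were tested. Counts were scaled by edgeR's TMM factors and fitted in a model with 1 mean per condition over all 16 libraries. Genes were called differentially expressed at a Benjamini-Hochberg FDR under 0.01 in edgeR's quasi-likelihood test with no limit on the fold change, the threshold of the paper's methods. The paper's methods name DESeq2 for this step, and DESeq2 was run as an alternative.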

Using GBS markers mapped to the IWGSC RefSeq v1.0 genome, four DH individuals were shown to have an identical haplotype to “Snowmass,” and another four had an identical haplotype to “Antero,” of which these eight individuals were selected as plant materials representing two genotypes (*Wsm2*+ and *Wsm2-*, Supplementary Table S1). Phenotype scores also confirmed that *Wsm2*+ DH lines are resistant to WSMV, whereas *Wsm2-* DH lines are susceptible (Supplementary Table S1). After adaptor trimming and removal of low-quality reads, an average of 26.7 million reads were retained (Supplementary Table S9) and mapped to a combined wheat-WSMV reference genome described in detail in Section Transcript Abundance, Differential Expression (DE) and GO Enrichment Analysis. Although WSMV reads were detected in all samples, the levels were more than 10,000-fold higher in WSMV-treated (T) samples [mean 50,418 WSMV read counts per million (cpm)] compared to mock-treated (C) samples (mean 5 cpm, Supplementary Table S10). WSMV levels were also significantly higher in *Wsm2*- (T) samples (mean 11.4 LogCPM) than in *Wsm2*+ (T) samples (mean 9.4 LogCPM, *P* < 0.05, Figure 4C), consistent with qRT-PCR results at 10 dpi (Figure 4A).

The overall mapping rate was 97.2% across 16 samples. The average unique mapping rate for *Wsm2*- wheat samples was 84.5 ± 3.3%, whereas for *Wsm2*+ samples, the rate was 81.0 ± 1.3% (Supplementary Table S9). 

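Principal components were computed from log2 CPM (edgeR) of the 500 most variable tested genes, with TMM scaling and a prior count of 2. PC1 carried 34.8% of the variance between the 16 libraries, PC2 carried 14.7% and PC3 carried 11.6%. The PC1 score was 16.3 ± 23.3 (SD, n = 4) in *Wsm2*+ (T) and -43.3 ± 7.51 (SD, n = 4) in *Wsm2*+ (C). It was 54.6 ± 8.09 (SD, n = 4) in *Wsm2*- (T) and -27.7 ± 22.5 (SD, n = 4) in *Wsm2*- (C). Within each genotype, all 4 WSMV-treated libraries scored above all 4 mock-treated libraries (exact permutation tests, two-sided, p = 0.0286 in each genotype, the smallest p that 4 libraries against 4 allow). After adjustment over the 8 tests made on PC1 and PC2, this p was 0.0762. On PC2 the treatments overlapped (exact permutation tests, two-sided, p = 0.629 in *Wsm2*+ and 0.6 in *Wsm2*-), but within DH lines the WSMV-treated library had the higher score in 8 of 8 lines on both components, by 71.0 ± 19.8 (SD, n = 8) on PC1 and by 9.35 ± 3.89 (SD, n = 8) on PC2 (exact permutation of signs, two-sided, p = 0.00781 on each, the smallest p that 8 pairs allow, tests chosen after the scores had been seen). Of the transformations tried, DESeq2's variance stabilizing transformation moved the share of PC1 the most, to 49.8%.

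**Figure D1:**
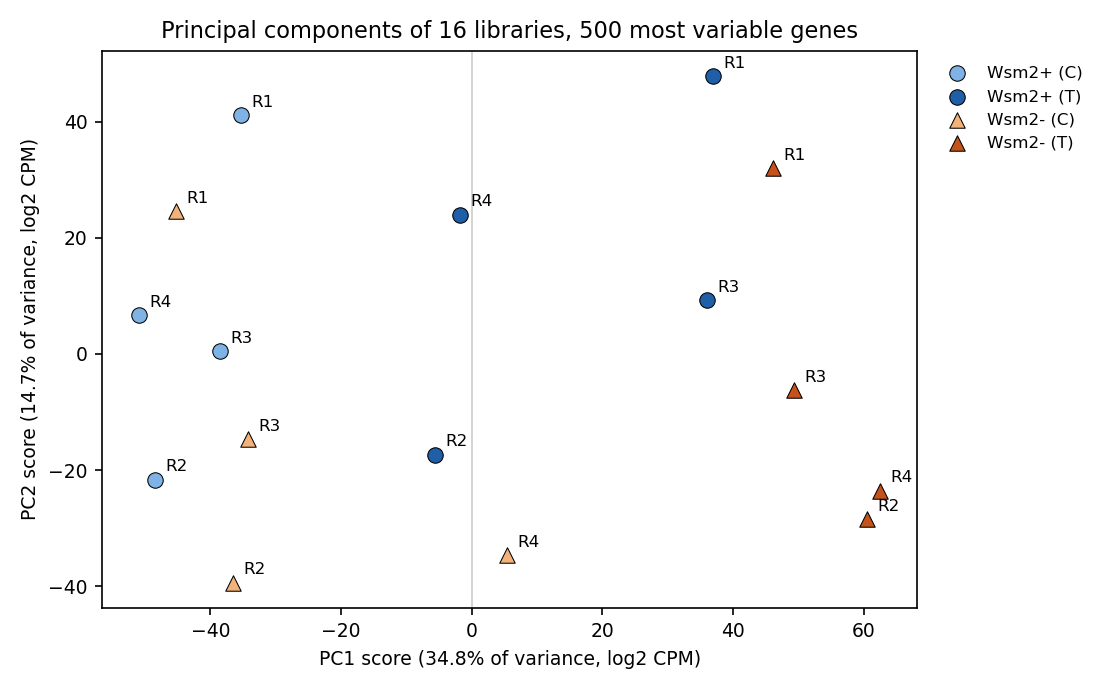
PC1 and PC2 scores of the 16 libraries, with circles for *Wsm2*+, triangles for *Wsm2*-, dark symbols for WSMV-treated (T), light symbols for mock-treated (C) and replicate numbers beside the symbols. The WSMV-treated libraries lie to the right of the mock-treated libraries of the same genotype, and *Wsm2*- (C) replicate 4 is the only mock-treated library with a PC1 score above 0.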

In the principal component analysis (PCA), PC1 explained 45% of the variance in the overall transcriptome between samples, and most samples were separated according to treatment (Supplementary Figure S4). There were three ambiguous samples, of which two belong to *Wsm2*+ (T) (R2 and R4), and one belongs to *Wsm2*- (C) (R4) (Supplementary Figure S4). 

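In *Wsm2*+ (T), replicates 2 and 4 had PC1 scores of -5.7 and -1.82, whereas replicates 1 and 3 scored 36.9 and 36.0. In *Wsm2*- (C), replicate 4 scored 5.34, while the other 3 replicates scored between -45.3 and -34.2. The total count of *Wsm2*- (C) replicate 4 (18450171) was within the range of the other mock-treated *Wsm2*- libraries, and its TMM factor of 1.22 was above theirs (0.839 to 0.986). Its WSMV-treated counterpart, from the same DH line (CO12D897), had a PC1 score of 62.5.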

The counts of WSMV reads in the two ambiguous *Wsm2*+ (T) samples were 8.4 and 9.2 LogCPM, respectively, compared to an average of 10.0 LogCPM in other *Wsm2*+ (T) samples (Supplementary Table S10), suggesting that transcriptome variation in these samples may be due to variation in WSMV inoculation and infection. Samples were not grouped according to their genotype, indicating that transcriptomic variation between genotypes was comparatively smaller than between treatments.

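Of the variance of the PC1 scores, treatment accounted for 74.4%, genotype for 10.7%, the treatment by genotype term for 1.9% and the spread within conditions for 13%. On PC2, genotype accounted for 17.8% and treatment for 3.1%, and 79.1% lay within conditions. Much of this last part lay between DH lines. The PC2 scores of both libraries of a line differed by 4.28 to 17.3, whereas those of the *Wsm2*+ (C) libraries ranged from -21.63 to 41.05. Among the mock-treated libraries the PC1 scores of both genotypes overlapped (exact permutation test, two-sided, p = 0.171, adjusted p = 0.343 over the tests on both components). Among the WSMV-treated libraries, the lowest PC1 score in *Wsm2*- (46.1) exceeded the score of every *Wsm2*+ library, the largest separation that 4 libraries against 4 can show, although it did not pass adjustment for multiple tests. On PC2 the genotypes did not differ detectably under WSMV treatment (exact permutation test, two-sided, p = 0.286). The tests on the component scores were chosen after the scores had been seen.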

#### Host Transcriptomic Response to WSMV Infection

To characterize host transcriptomic responses to WSMV infection, DEGs between mock- and WSMV-treated susceptible materials were analyzed (Supplementary Table S11). In total, 8,975 DEGs were detected between *Wsm2*- (T) and *Wsm2*- (C) conditions (*P* < 0.01), of which 5,031 were upregulated and 3,944 were downregulated after WSMV infection (Figure 5A).

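Between *Wsm2*- (T) and *Wsm2*- (C), 5443 genes were differentially expressed in edgeR's quasi-likelihood test, of which 3003 were upregulated and 2440 were downregulated after WSMV treatment. Their median absolute log2 fold change was 1.22. With DESeq2 on the 16 libraries the number was 9058, including 5442 of the same genes, and with edgeR on the 8 libraries of the pair alone it was 2172. Scaling by library size only gave 4534 genes, of which 79.6% were upregulated, compared with 55.2% under TMM scaling, and moved the median log2 fold change of all tested genes from -0.03 to 0.24. The number depended on single libraries. It was 10548 without *Wsm2*- (C) replicate 4 and 2435, 2792 and 3502 without *Wsm2*- (C) replicates 2, 3 and 1, respectively, and it was 2524 and 2896 without *Wsm2*- (T) replicates 2 and 4. Of the upregulated genes, TraesCS3D02G094400 (chromosome 3D, 48015786 to 48016452) and TraesCS5D02G333800 (chromosome 5D, 423544253 to 423548203) had the largest log2 fold changes among those with a mean CPM of at least 1 and no overlap between the groups. TraesCS3D02G094400 had 26.3 ± 1.7 CPM (SD, n = 4) in *Wsm2*- (T) and no counts in *Wsm2*- (C), and was at least 649-fold higher relative to a floor of 3 counts over the 4 mock-treated libraries (0.0405 CPM). Its FDR in edgeR's test was 0.00575, and it rose to between 0.0101 and 0.0183 when any 1 of the 8 libraries or *Wsm2*+ (T) replicate 1 was left out. TraesCS5D02G333800 had 20.2 ± 5.53 CPM (SD, n = 4) in *Wsm2*- (T) and was at least 499-fold higher relative to the same floor (edgeR FDR 0.00137). The largest reductions were in TraesCS1B02G389900 (chromosome 1B, 623688073 to 623689509), with a log2 fold change of -4.84 (standard error 0.63, edgeR FDR 0.000271), and in TraesCS7B02G207800LC (chromosome 7B, 158939386 to 158939604), with a log2 fold change of -4.67 (standard error 0.8, edgeR FDR 0.00114). Their mean CPM in *Wsm2*- (C) was 2.15 ± 0.572 (SD, n = 4) and 1.93 ± 0.787 (SD, n = 4). The last 3 of these genes stayed past the threshold without any 1 library. Genes were identified by their IDs alone, since no table at hand pairs these IDs with names.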

**Figure 5:**
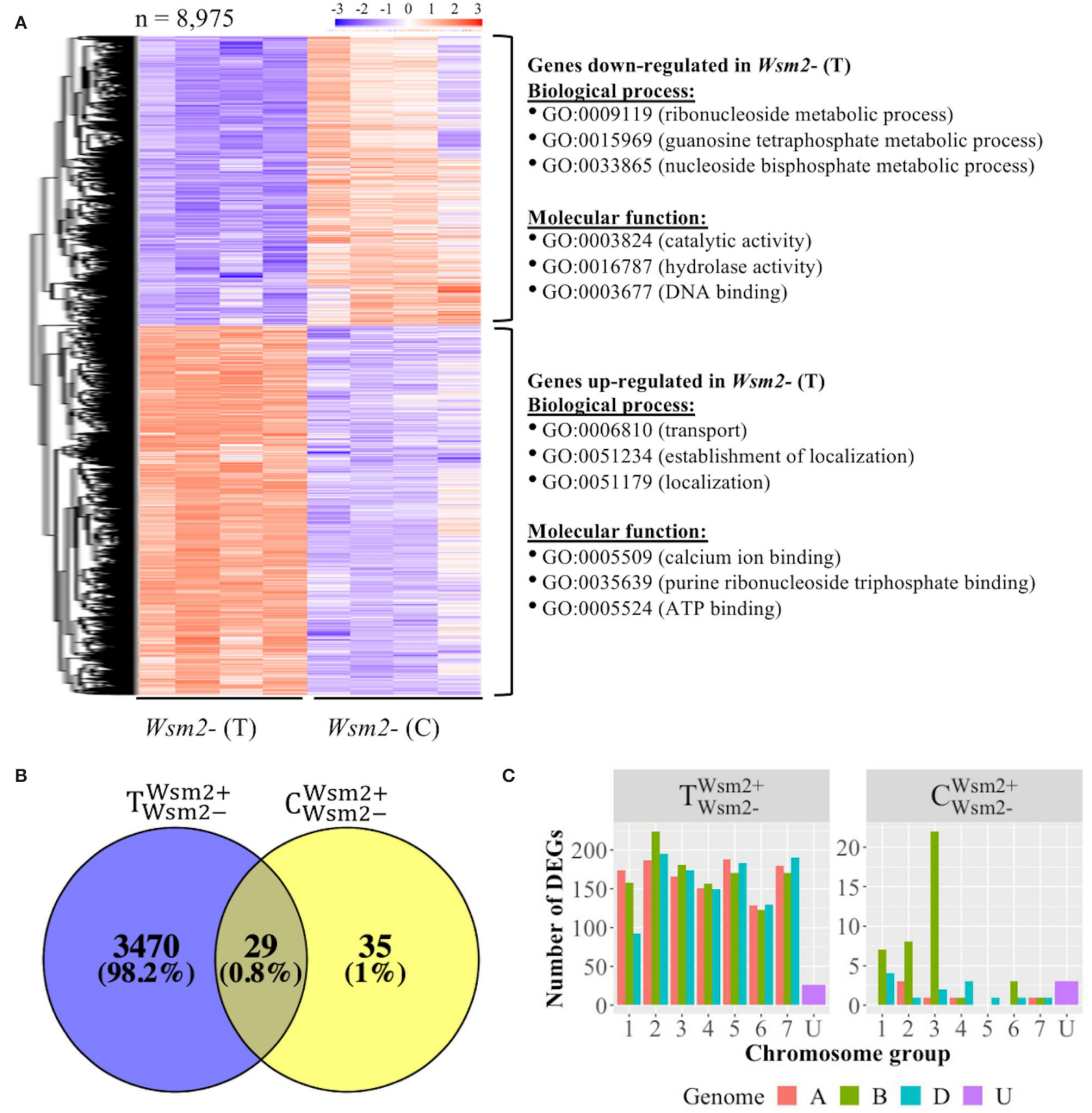
Overview of differentially expressed genes (DEGs) between mock (C) and WSMV (T) treatments, and between *Wsm2*+ and *Wsm2*- genotypes using IWGSC RefSeq v1.0 as a mapping reference. **(A)** Heatmap of 8,975 DEGs from the comparison of *Wsm2*- (C) *vs. Wsm2*- (T) samples. The expression values are normalized by setting the mean of every row to zero and the standard deviation of every row to one. Hierarchical clustering separated these into DEGs that are either upregulated (*n* = 5,031) or downregulated (*n* = 3,944) in WSMV-treated conditions. The top three enriched GO terms (biological process and molecular function) for each row cluster are shown on the right. **(B)** Venn diagram of total DEGs (*P*adj < 0.01) between genotypes ($T_{Wsm2-}^{Wsm2+}$ and $C_{Wsm2-}^{Wsm2+}$). **(C)** Number of DEGs comparing *Wsm2*+ (T) *vs. Wsm2*- (T) and *Wsm2*+ (C) *vs. Wsm2*- (C) conditions, based on each gene's chromosomal location. A, B, D, and unknown genomes are color-coded.

Downregulated genes were most significantly enriched (*P* < 0.01) for the biological process GO terms relating to “photosynthesis” (GO:0015979) and metabolic processes, such as “purine ribonucleoside metabolic process” and “lipid metabolic process” (Figure 5A, Supplementary Table S12), indicating that host plants suppress growth-related metabolic activity in response to WSMV infection. In contrast, upregulated genes were significantly enriched for the biological process GO terms related to “transport” (GO:0006810) and “localization” (GO:0051179) (Figure 5A, Supplementary Table S12). Among these upregulated genes three were *Pathogenesis-related 1* (*PR1*) genes, six *PR2* (β-1,3-glucanase) and *PR3* (chitinase) genes, four *PR5* (thaumatin-like protein) genes, and fifteen *PR9* (peroxidase) genes, together with two homoeologous genes encoding RNA-binding proteins (*P* < 0.01, Supplementary Table S13), suggesting their potential role in the host response to viral infection.

#### Difference in Transcriptomic Response Between Genotypes

To characterize transcriptional changes between genotypes, DEGs were analyzed under mock-treated ($C_{Wsm2-}^{Wsm2+}$) and WSMV-treated ($T_{Wsm2-}^{Wsm2+}$) conditions. 

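Between *Wsm2*+ (C) and *Wsm2*- (C), 4 of the tested genes passed the FDR threshold in edgeR's quasi-likelihood test, and 6281 had an unadjusted p under 0.05. TraesCS3B02G035600, TraesCS3B02G035800 and TraesCS3B02G035900 were more highly expressed in *Wsm2*+. TraesCS3B02G056100 (chromosome 3B, 29614087 to 29629692) was more highly expressed in *Wsm2*-, with 12.3 ± 5.2 CPM (SD, n = 4) compared with 1.21 ± 0.4 CPM (SD, n = 4) in *Wsm2*+, a log2 fold change of -3.34 (standard error 0.339, edgeR FDR 0.000558). It was the only downregulated gene, and every *Wsm2*- library had a higher CPM than every *Wsm2*+ library. With scaling by library size only, 2 genes were higher and 2 were lower in *Wsm2*+. DESeq2 on the 16 libraries called 73 genes, of which 30 were higher and 43 were lower in *Wsm2*+, including all 4 of the genes named here. Leaving out any 1 of the 16 libraries gave 4 to 6 genes.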

Only sixty-four genes were differentially expressed between genotypes in mock-treated conditions (Figure 5B), of which 28 were more highly expressed in *Wsm2*+ genotypes, and 36 were more highly expressed in *Wsm2-* genotypes (Supplementary Table S11). Twenty-two (34.4%) of these genes are located on chromosome 3B (Figure 5C, Supplementary Table S14), and six are among the 142 candidate genes underlying *Wsm2* (see Section Examination of Candidate Genes Within *Wsm2* Found Six DEGs Between Genotypes).

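All 4 genes called between the genotypes under mock treatment lay on chromosome 3B, which held 5.30% of the tested genes (Fisher's exact test, one-sided, p = 7.89e-06). Neighboring genes are not independent, so this p describes the clustering only. With DESeq2 on the 16 libraries, 25 of the called genes (34.2%) lay on chromosome 3B (Fisher's exact test, one-sided, p = 2.79e-14). Of the 142 genes of the *Wsm2* interval in Supplementary Table S4, which lie between 14983253 and 18873920 on chromosome 3B by the coordinates deposited with the counts, 19 had enough counts to be tested. Under mock treatment, 3 of these were called (Fisher's exact test against all other tested genes, one-sided, p = 7.25e-11), and 7 when adjusted over the list alone, of which TraesCS3B02G038900 was above the threshold without *Wsm2*- (C) replicate 4 (FDR over the list 0.0253). The fourth called gene lay outside the interval, near 30 Mb.

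**Figure D2:**
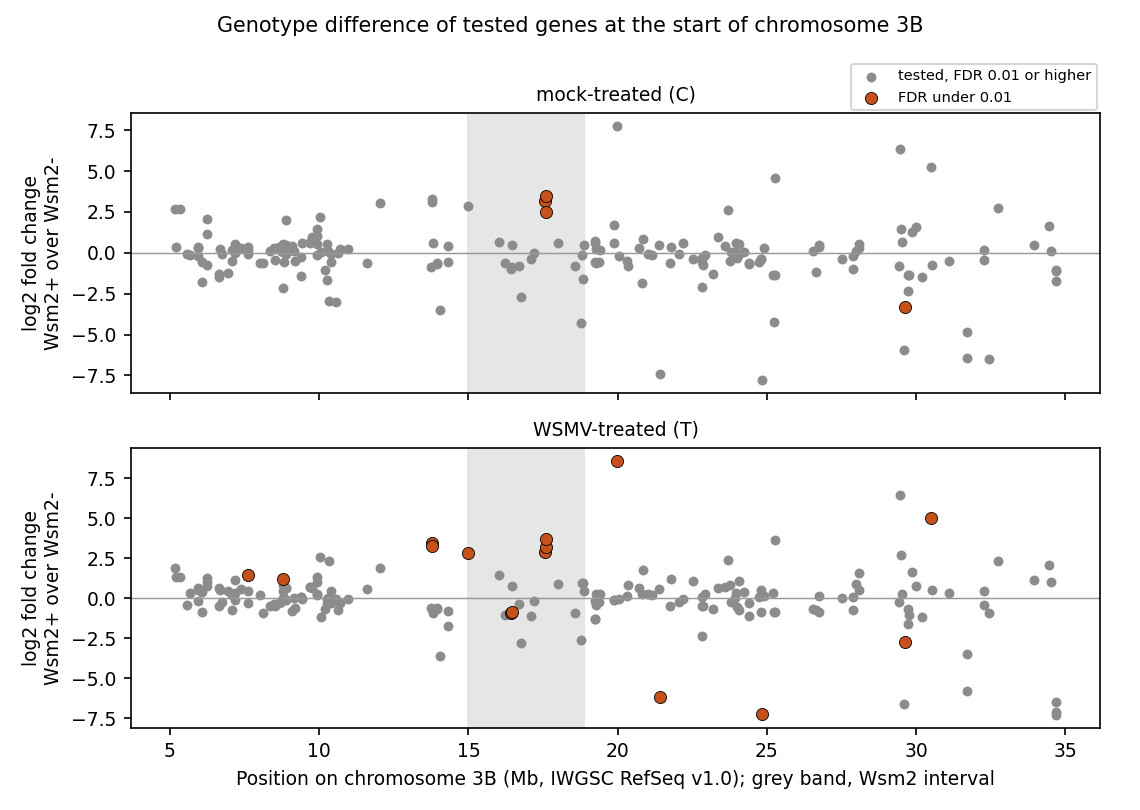
Log2 fold change between genotypes (*Wsm2*+ over *Wsm2*-) of every tested gene at the start of chromosome 3B against its position in Mb, under mock treatment (top) and WSMV treatment (bottom), with genes under an FDR of 0.01 in orange, other tested genes in grey and the *Wsm2* interval as a grey band. Under mock treatment, 3 called genes lie within the band and 1 lies to its right.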

In comparison, 3,499 genes were differentially expressed between genotypes under WSMV-treated conditions, of which 1,920 were more highly expressed in *Wsm2*+ genotypes, and 1,579 were more highly expressed in *Wsm2*- genotypes (Supplementary Table S11). 

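Between *Wsm2*+ (T) and *Wsm2*- (T), 735 genes were differentially expressed, of which 393 were more highly expressed in *Wsm2*+ and 342 in *Wsm2*-. The split between directions depended on the scaling. With library size only, 986 genes were called and 17.1% of them were higher in *Wsm2*+, compared with 53.5% under TMM scaling, and the median log2 fold change of all tested genes moved from 0.02 to -0.3. DESeq2 on the 16 libraries called 3565 genes, including 731 of these, whereas edgeR on the 8 WSMV-treated libraries alone called 6. The number also depended on single libraries. It fell to 34, 124 and 26 without *Wsm2*+ (T) replicates 2, 3 and 4, and to 212, 41, 91 and 95 without *Wsm2*- (T) replicates 1, 2, 3 and 4, respectively. It also moved without mock-treated libraries, which enter only through the shared scaling, filter and estimate of spread. The number was 1150, 359, 357 and 2459 without *Wsm2*- (C) replicates 1, 2, 3 and 4. Without *Wsm2*+ (C) replicates 2, 3 and 4 it was 365, 438 and 435. Of the genes whose libraries did not overlap between genotypes and whose mean CPM reached 1 in the higher group, TraesCS3B02G046800LC (chromosome 3B, 19988515 to 19988895) and TraesCS3B02G058700 (chromosome 3B, 30492789 to 30505596) had the largest increase in *Wsm2*+. TraesCS3B02G046800LC had 2.53 ± 0.702 CPM (SD, n = 4) in *Wsm2*+ (T) and no counts in *Wsm2*- (T) (edgeR FDR 0.00196). By pooled, scaled counts (181 in *Wsm2*+ (T)), it was at least 75.1-fold higher relative to 3 counts over the 4 *Wsm2*- (T) libraries. TraesCS3B02G058700 had 2.87 ± 0.985 CPM (SD, n = 4) in *Wsm2*+ (T) and a log2 fold change of 5.03 (standard error 0.804, edgeR FDR 0.00438). The largest decreases were in TraesCSU02G070500LC, which is not assigned to a chromosome, and in TraesCS3B02G042300 (chromosome 3B, 21402835 to 21405805). TraesCSU02G070500LC had 1.02 ± 0.392 CPM (SD, n = 4) in *Wsm2*- (T) and no counts in *Wsm2*+ (T) (edgeR FDR 0.00544). By pooled, scaled counts (92 in *Wsm2*- (T)), it was at least 24.6-fold lower in *Wsm2*+, taking 3 counts over the 4 *Wsm2*+ (T) libraries. TraesCS3B02G042300 had 131 counts over the 4 *Wsm2*- (T) libraries and 1 over the 4 *Wsm2*+ (T) libraries, a ratio of 105 (95% counting interval 18.6 to 4190, edgeR FDR 0.00338). Without *Wsm2*+ (T) replicate 1, TraesCS3B02G058700, TraesCSU02G070500LC and TraesCS3B02G042300 stayed past the threshold. The first of these was above the threshold without any of the other 7 libraries (FDR 0.0101 to 0.019), as was the second (0.013 to 0.0204, and 0.0106 and 0.0107 without *Wsm2*- (C) replicates 2 and 3), and the third was above it without *Wsm2*+ (T) replicates 2, 3 and 4 or *Wsm2*- (T) replicates 2 and 3 (0.0109 to 0.0154).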

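All 4 genes called under mock treatment were also called under WSMV treatment, and 731 genes were called under WSMV treatment only. A call under WSMV treatment only does not show a difference under WSMV treatment only. TraesCS3B02G046800LC, TraesCS3B02G058700 and TraesCS3B02G042300 had log2 fold changes of 7.75, 5.27 and -7.39 under mock treatment (edgeR FDR 0.0266, 0.0786 and 0.0266). Their libraries and those of TraesCSU02G070500LC did not overlap between the genotypes under mock treatment either. TraesCSU02G070500LC had 0.76 to 1.22 CPM in *Wsm2*- (C) and no counts in *Wsm2*+ (C). Both comparisons use the same DH lines, so they are not independent. Of the genes called under WSMV treatment, 48 (6.53%) lay on chromosome 3B (Fisher's exact test, one-sided, p = 0.082). With DESeq2 on the 16 libraries, 28 genes were called under both treatments, 45 under mock treatment only and 3537 under WSMV treatment only. With 1 of the 16 libraries left out, between 4 and 6 genes were shared. The number called under WSMV treatment only fell to 30, 120 and 22 without *Wsm2*+ (T) replicates 2, 3 and 4, and to 208, 37, 85 and 91 without *Wsm2*- (T) replicates 1, 2, 3 and 4. Mock-treated libraries contribute to the shared scaling, filter and estimate of spread. Without *Wsm2*+ (C) replicates 2, 3 and 4 the number was 361, 434 and 430, and without *Wsm2*- (C) replicates 1, 2, 3 and 4 it was 1146, 355, 353 and 2455.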

Twenty-nine genes were differentially expressed between the genotypes in both mock- and WSMV-treated conditions, while 3,470 genes were differentially expressed only under WSMV-treated conditions (Figure 5B). These results indicate that the response of the host plant to WSMV infection varies depending on the presence or absence of *Wsm2*. These 3,470 DEGs are significantly enriched for GO terms relating to different metabolic processes (GO:0046128, GO:0072521, GO:0033865) and catalytic activity (GO:0003824, GO:0016757) (Supplementary Table S12), indicating that the differences between genotypes in the days following WSMV infection include modified cellular metabolism and catalytic activity. However, examination of enriched GO terms for these DEGs did not find any “defense response,” “hormone regulation,” “signaling transduction,” “cell wall biogenesis,” or “photosynthesis”-related terms (Supplementary Table S12).

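The difference between the treatment effects of both genotypes was tested directly as the interaction of genotype and treatment. The power for it was low. On data simulated from the 16 libraries, edgeR's quasi-likelihood test called 3.5% of 200 changed genes for this interaction. A lack of calls is therefore weak evidence for equal responses. No gene passed an FDR of 0.01 in edgeR's quasi-likelihood test (lowest FDR 0.0392), while 19 genes passed an FDR of 0.05, 7819 of the tested genes had an unadjusted p under 0.05 and DESeq2 on the 16 libraries called 433. In *Wsm2*+, 32 genes were called between WSMV and mock treatment, all of them upregulated, and 9509 had an unadjusted p under 0.05. With the DH line as a block, which removes the differences between lines, this number was 64, of which 63 were upregulated, and 17 of the 32 were among them. DESeq2 on the 16 libraries called 1478 genes. Leaving out single libraries moved the 32 genes to 149 without *Wsm2*+ (T) replicate 2 and to 55 without replicate 4, to 7 and 10 without *Wsm2*+ (T) replicates 1 and 3, and to 1, 1, 4 and 6 without *Wsm2*+ (C) replicates 1, 2, 3 and 4. Without *Wsm2*- (C) replicate 4, which enters only through the shared scaling, filter and estimate of spread, the number was 759, of which 754 were upregulated and 5 were downregulated, and without *Wsm2*- (T) replicates 1, 2, 3 and 4 it was 16, 11, 19 and 12. The largest increases were in TraesCS3D02G537800 (chromosome 3D, 610803988 to 610806086), with 1380 counts over the 4 WSMV-treated libraries and 1 over the 4 mock-treated libraries, a ratio of 1340 (95% counting interval 240 to 53000, edgeR FDR 0.00266), and in TraesCS7D02G028100 (chromosome 7D, 13675098 to 13677356), with 945 and 2 counts, a ratio of 459 (95% counting interval 127 to 3800, edgeR FDR 0.00862). These intervals cover counting error only. The FDR of TraesCS3D02G537800 rose to between 0.0151 and 0.0354 without any 1 *Wsm2*+ (C) library, and that of TraesCS7D02G028100 rose to between 0.0108 and 0.0493 without any 1 library other than *Wsm2*+ (T) replicates 2 and 4 and *Wsm2*- (C) replicate 4. Over the genes called in *Wsm2*-, the log2 fold change in *Wsm2*+ had the same sign in 90.9%, and its slope on the log2 fold change in *Wsm2*- was 0.646 (r = 0.867 across genes, which are not independent replicates). In the other direction, over the 32 genes called in *Wsm2*+, the slope was 0.872. Of these, 28 were also called in *Wsm2*-.

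**Figure D3:**
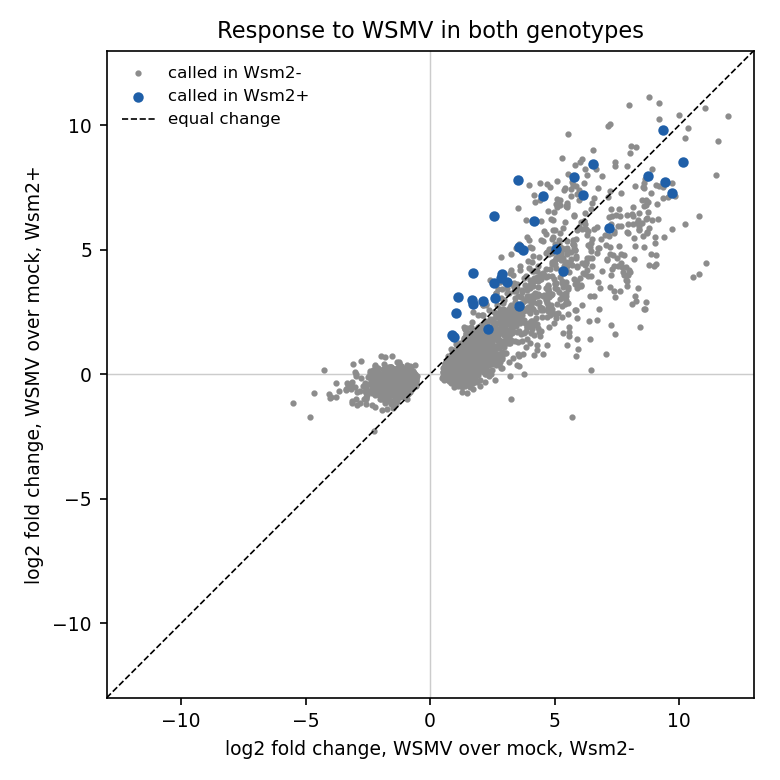
Log2 fold change between WSMV and mock treatment in *Wsm2*+ against that in *Wsm2*-, with genes called in *Wsm2*- in grey, the 32 genes called in *Wsm2*+ in blue and a dashed line for equal change. Most points lie on the same side of 0 in both genotypes, and those with positive values lie mostly below the dashed line.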

### Analysis of Transcriptomes to Identify Candidate Genes Underlying *Wsm2*

#### Examination of Candidate Genes Within *Wsm2* Found Six DEGs Between Genotypes

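Of the 142 interval genes, 41 had at least 1 count in any library. Under WSMV treatment, 6 were called between the genotypes in edgeR's quasi-likelihood test (Fisher's exact test against all other tested genes, one-sided, p = 3.62e-08). These were TraesCS3B02G032400, TraesCS3B02G034400, TraesCS3B02G034500, TraesCS3B02G035600, TraesCS3B02G035800 and TraesCS3B02G035900. The last 3 were called under both treatments. The first 3 had FDR values of 0.0447, 0.0368 and 0.0733 under mock treatment, and all 6 passed under both treatments when adjusted over the list alone, as they did with DESeq2. The paper drew attention to these genes from the same libraries, so the values are not independent evidence. TPM values were computed from the counts and the merged exon length of each gene, without the TMM scaling of the log2 fold changes. The TMM factors were 0.85 to 1.04 in *Wsm2*+ (T) and 1.15 to 1.27 in *Wsm2*- (T). Under WSMV treatment, TPM therefore shows larger falls and smaller rises in *Wsm2*+ than the log2 fold changes of these genes. Under each treatment, the TPM values of both genotypes did not overlap for any of the 6 genes (exact permutation tests, two-sided, p = 0.0286 for each gene and treatment, the smallest p that 4 libraries against 4 allow). Without 1 of the 8 WSMV-treated libraries, between 3 and 5 of the 6 genes remained past the threshold under WSMV treatment, and the 3 genes called under both treatments were among them each time.

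**Figure D4:**
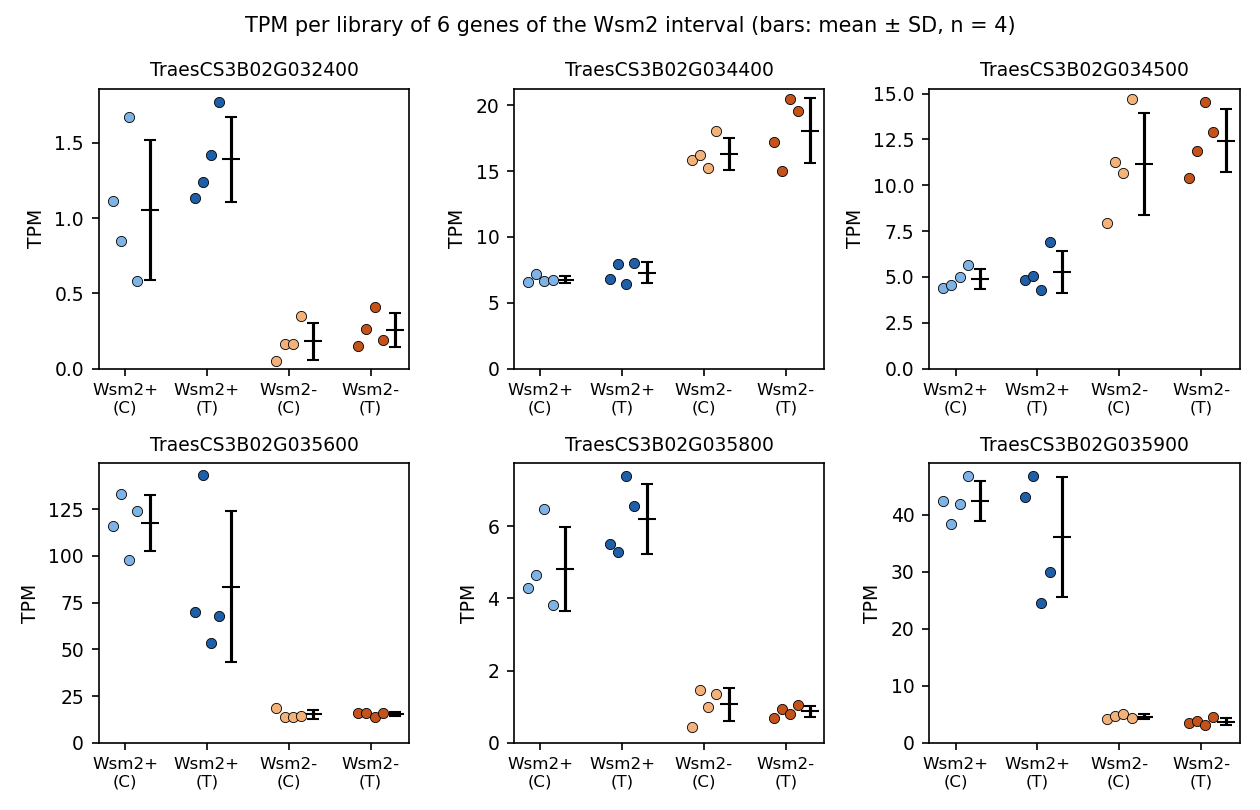
TPM of the 6 genes in each library (points), with the mean and SD of the 4 replicates of each condition (black bars) and a separate axis from 0 for each gene. TraesCS3B02G034400 and TraesCS3B02G034500 are higher in *Wsm2*- and the other 4 genes are higher in *Wsm2*+, under both treatments.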

Of the 142 annotated candidate genes within the *Wsm2* interval in the IWGSC RefSeq v1.0 genome assembly, six were differentially expressed between *Wsm2*+ and *Wsm2-* genotypes in both WSMV-treated (T) and mock-treated (C) conditions (Figure 6A). The differential transcript levels at 10 dpi between genotypes of five of these genes were validated using qRT-PCR (Figure 6B), demonstrating the reliability of RNA-seq in quantifying transcript levels. Some were also significantly differentially expressed at earlier or later time points following inoculation, demonstrating they exhibit sustained differences in expression between genotypes (Figure 6B).

**Figure 6:**
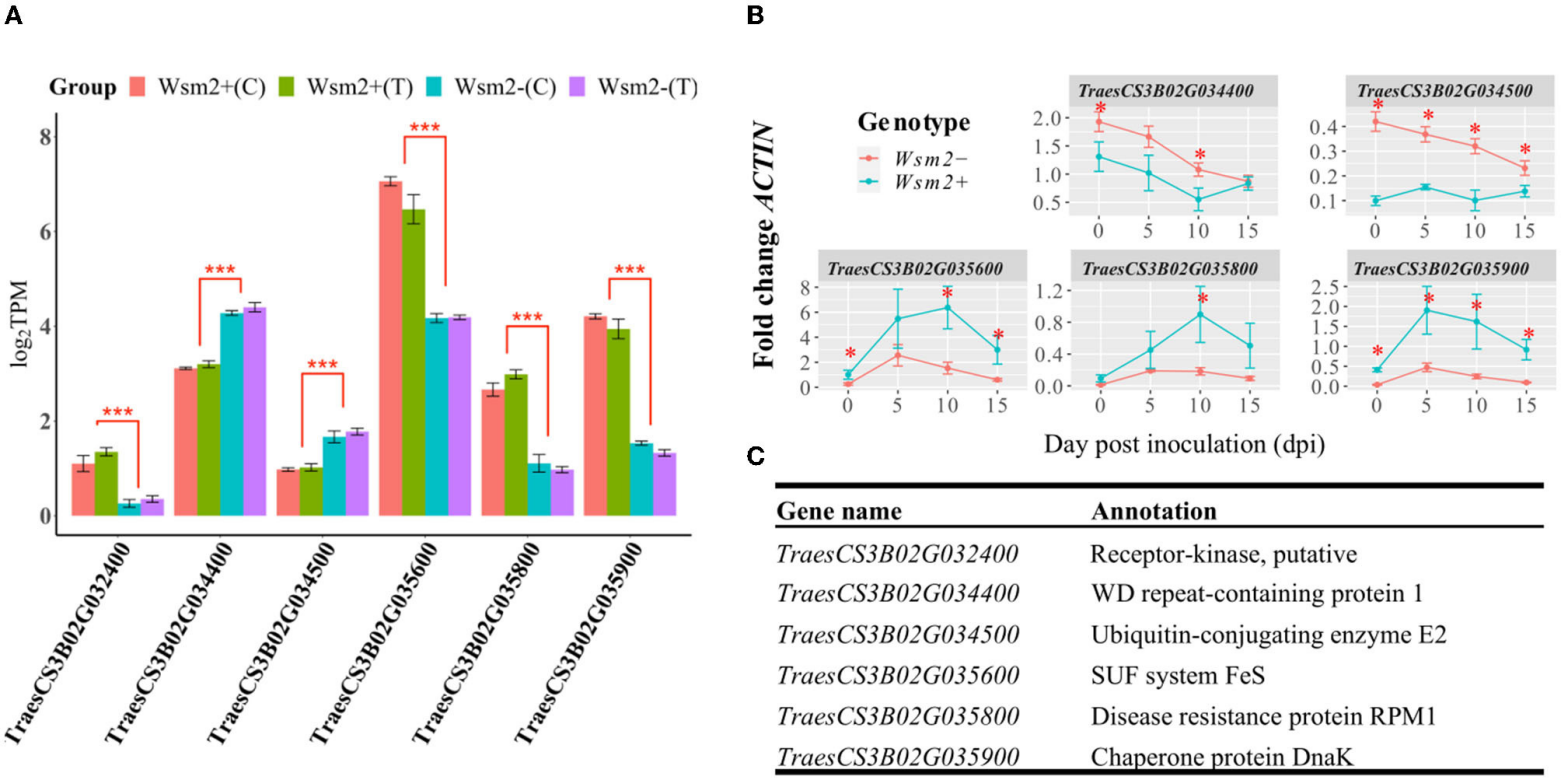
Transcript levels of six DEGs within the *Wsm2* region. **(A)** log_2_TPM values of six DEGs at 10 dpi quantified by RNA-seq. Values were color-coded by their sample group. *Wsm2*+ under WSMV-treated (*Wsm2*+ T) and mock-treated condition (*Wsm2*+ C); *Wsm2*- under WSMV-treated (*Wsm2*- T) and mock-treated condition (*Wsm2-* C). ***P < 0.001 **(B)** Relative expression in fold-change *ACTIN* levels for five of the DEGs at four time points (0, 5, 10, and 15-dpi), quantified by qRT-PCR. *P < 0.05. **(C)** Annotation for the six DEGs.

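TraesCS3B02G034400 (chromosome 3B, 16439668 to 16444830) had 16.3 ± 1.21 TPM (SD, n = 4) in *Wsm2*- (C) and 6.77 ± 0.267 TPM (SD, n = 4) in *Wsm2*+ (C), a log2 fold change of -1.01 (standard error 0.152) between *Wsm2*+ and *Wsm2*- from edgeR. Under WSMV treatment it had 18.1 ± 2.46 TPM (SD, n = 4) in *Wsm2*- and 7.29 ± 0.784 TPM (SD, n = 4) in *Wsm2*+, and its log2 fold change was -0.91 (edgeR FDR 0.00511). TraesCS3B02G034500 (chromosome 3B, 16449576 to 16455782) had 11.2 ± 2.78 TPM (SD, n = 4) in *Wsm2*- (C) and 4.90 ± 0.544 TPM (SD, n = 4) in *Wsm2*+ (C), a log2 fold change of -0.89 (standard error 0.147). It had 12.4 ± 1.74 TPM (SD, n = 4) in *Wsm2*- (T) and 5.26 ± 1.14 TPM (SD, n = 4) in *Wsm2*+ (T), and a log2 fold change of -0.86 (edgeR FDR 0.00552). The TPM values of both genes are not TMM-scaled and differ more between the genotypes than the log2 fold changes. Both genes kept their direction under every setting tried. Under WSMV treatment the FDR of TraesCS3B02G034500 was between 0.0101 and 0.0207 when any 1 of the 8 libraries was left out, and that of TraesCS3B02G034400 was between 0.0114 and 0.021 without any 1 library other than *Wsm2*+ (T) replicate 1. With scaling by library size only, TraesCS3B02G034400 also passed under mock treatment (edgeR FDR 0.00147).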

Two genes, encoding a WD repeat-containing protein 1 (*TraesCS3B02G034400*) and Ubiquitin-conjugating enzyme E2 (*TraesCS3B02G034500*), were more highly expressed in *Wsm2-* (Figure 6C, Supplementary Table S15). Both genes exhibit reduced copy number in “Snowmass” (Figure 3), potentially explaining their lower transcript levels in *Wsm2*+ genotypes. 

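TraesCS3B02G032400 (chromosome 3B, 14983253 to 14986446) had a low level, with 1.05 ± 0.464 TPM (SD, n = 4) in *Wsm2*+ (C) and 0.182 ± 0.124 TPM (SD, n = 4) in *Wsm2*- (C), and 470 counts over the 16 libraries. Its log2 fold change between *Wsm2*+ and *Wsm2*- was 2.86 (standard error 0.442) under mock treatment and 2.84 (standard error 0.434, edgeR FDR 0.0038) under WSMV treatment. The FDR under WSMV treatment rose to between 0.0101 and 0.0166 without *Wsm2*+ (T) replicates 2, 3 or 4 or *Wsm2*- (T) replicates 1, 2 or 4. TraesCS3B02G035600 (chromosome 3B, 17558579 to 17563046) had 117.7 ± 15.0 TPM (SD, n = 4) in *Wsm2*+ (C) and 15.2 ± 2.24 TPM (SD, n = 4) in *Wsm2*- (C), a log2 fold change of 3.19 (standard error 0.331). Under WSMV treatment it had 83.6 ± 40.3 TPM (SD, n = 4) in *Wsm2*+, where replicate 2 stood far above the other 3 libraries, and its log2 fold change was 2.86 (standard error 0.326, edgeR FDR 0.000841). Supplementary Table S4 annotates this gene as a chloroplastic ABCI7 protein. TraesCS3B02G035800 (chromosome 3B, 17595164 to 17602305), annotated there as RPM1, had log2 fold changes of 2.46 (standard error 0.252) under mock treatment and 3.22 (standard error 0.26, edgeR FDR 2.96e-05) under WSMV treatment, with 6.20 ± 0.975 TPM (SD, n = 4) in *Wsm2*+ (T) and 0.869 ± 0.157 TPM (SD, n = 4) in *Wsm2*- (T). With scaling by library size only, its FDR under mock treatment was 0.0128. TraesCS3B02G035900 (chromosome 3B, 17613806 to 17616785) had the lowest FDR of all tested genes under both treatments, 6.16e-06 and 2.87e-06 in edgeR's test. Its TPM was 42.4 ± 3.50 (SD, n = 4) in *Wsm2*+ (C) and 4.59 ± 0.412 (SD, n = 4) in *Wsm2*- (C), with log2 fold changes of 3.46 (standard error 0.241) under mock treatment and 3.68 (standard error 0.244) under WSMV treatment. None of these 4 genes reversed its direction under any setting tried.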

The other four candidate genes were more highly expressed in *Wsm2*+ genotypes, and encode a putative receptor kinase (*TraesCS3B02G032400*), an SUF system FeS protein (*TraesCS3B02G035600*), NBS-LRR type protein with homology to RPM1 (*TraesCS3B02G035800*), and a Chaperone protein DnaK (*TraesCS3B02G035900*) (Figure 6C).

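TraesCS3B02G034700 (chromosome 3B, 16692513 to 16694199), which Supplementary Table S4 annotates as a glycosyltransferase, had 1.11 ± 0.421 TPM (SD, n = 4) in *Wsm2*+ (C) and 2.26 ± 0.664 TPM (SD, n = 4) in *Wsm2*- (C). Its log2 fold change between *Wsm2*+ and *Wsm2*- was -0.83 (edgeR FDR 0.574) under mock treatment and -0.34 (edgeR FDR 0.745) under WSMV treatment. TraesCS3B02G034800 (chromosome 3B, 16756502 to 16758220) had 0.366 ± 0.432 TPM (SD, n = 4) in *Wsm2*+ (C) and 2.71 ± 0.971 TPM (SD, n = 4) in *Wsm2*- (C), and its log2 fold changes were -2.72 (edgeR FDR 0.463) and -2.81 (edgeR FDR 0.0868). Its TPM values did not overlap between the genotypes under either treatment, and its FDR adjusted over the list alone was 0.0183 under mock treatment and 0.0211 under WSMV treatment, above the threshold used. TraesCS3B02G034900 (chromosome 3B, 16958538 to 16959902) had 18 counts over the 16 libraries and TraesCS3B02G035000 (chromosome 3B, 16983166 to 16984121) had none, so neither was tested. A count of 0 over the 4 libraries of a condition allows a level of up to 0.0437 CPM. None of the 4 genes was called between the genotypes in edgeR's test, with no filter or with DESeq2 on the 16 libraries. Reads that align to several places were not counted, so reads shared between copies of these genes are missing from all of these values.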

None of the four UDP-glycosyltransferase genes predicted to exhibit increased copy number in “Snowmass” (Figure 3) were differentially expressed between genotypes (Supplementary Table S15), suggesting these genes are unlikely to contribute to WSMV resistance. 

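Supplementary Table S4 annotates 15 genes of the *Wsm2* interval as trypsin inhibitors, and all 15 are given here because the 12 genes of the paper are marked in a table not used here. No fragment was counted on 10 of the 15 genes in any of the 16 libraries, including TraesCS3B02G038300 and TraesCS3B02G036200. The highest level was found for TraesCS3B02G037000 (chromosome 3B, 18000322 to 18001131), with a mean of 2.81 TPM over the 16 libraries, a highest condition mean of 4.83 ± 2.99 TPM (SD, n = 4) in *Wsm2*+ (T) and 7.52 TPM in the highest library. TraesCS3B02G038700 (chromosome 3B, 18567582 to 18568459) had a mean of 0.789 TPM and up to 2.98 TPM in a single library. TraesCS3B02G037100 and TraesCS3B02G037300 had 7 and 12 counts in total, with up to 1.30 and 0.74 TPM in a single library, and TraesCS3B02G037400 had 1 count. These TPM values rest on merged exon lengths, which may not be the lengths behind the paper's TPM. Only TraesCS3B02G037000 and TraesCS3B02G038700 had enough counts to be tested. The log2 fold change between *Wsm2*+ and *Wsm2*- of TraesCS3B02G037000 was 0.63 (edgeR FDR 0.817) under mock treatment and 0.9 (edgeR FDR 0.522) under WSMV treatment, and that of TraesCS3B02G038700 was -0.82 (edgeR FDR 0.892) and -0.93 (edgeR FDR 0.786).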

Despite their potential roles in biotic stress resistance, all twelve BBI genes within the *Wsm2* interval exhibit low expression levels (TPM < 0.4) across all samples and were not differentially expressed between genotypes (Supplementary Table S15).

#### *De novo* Assembly of Unmapped Reads Revealed Transcripts Absent From the Wheat Reference Genome

To identify potential causative genes underlying *Wsm2* that are absent from the IWGSC RefSeq v1.0 genome, a *de novo* assembly of RNA-seq reads that did not map to this reference was performed. A total of 23,066,200 unmapped reads (5.4% of all reads, Supplementary Table S9) were combined from all 16 samples and assembled into 161,210 non-redundant transcripts.

The unmapped RNA-seq reads from each sample were mapped back to the *de novo* assembled transcriptome, revealing 245 transcripts that were differentially expressed in at least one of the four pairwise comparisons (${Wsm2+}_{C}^{T}$, ${Wsm2-}_{C}^{T}$, $T_{Wsm2-}^{Wsm2+}$, and $C_{Wsm2-}^{Wsm2+}$, Supplementary Table S16). Of these, 56 were annotated as sequences from non-plant species, including 42 matching WSMV, and were excluded from the analysis. Of the remaining 189 transcripts, nine were absent or expressed at very low levels in *Wsm2*- genotypes (defined as transcript levels >0.2 TPM in both WSMV- and mock-treated conditions, Supplementary Table S17). Using BLAST, these nine transcripts were confirmed to be absent from “Chinese Spring” and, with two exceptions, absent from the genomes of ten other wheat varieties (Supplementary Tables S16, S17). Among these *Wsm2*+-specific transcripts, one encodes an LRR receptor, one encodes a BBI trypsin inhibitor, and three transcripts encode Leaf rust 10 resistance proteins (Supplementary Table S17). Sixteen other transcripts were absent from *Wsm2*+ genotypes, including one predicted to encode a negative regulator of resistance protein (Supplementary Table S17).

There were 116 transcripts differentially expressed between WSMV-treated and mock-treated conditions, including 43 only in the *Wsm2*+ genotype, 63 only in the *Wsm2-* genotype, and ten shared between both genotypes (Figure 7A). Additionally, a total of 90 transcripts were differentially expressed between genotypes (18 only in mock-treated conditions, 56 only in WSMV-treated conditions, and 16 in both conditions, Figure 7B). Among these transcripts, three were induced by *WSMV* treatment in the *Wsm2*+ genotype (Figure 7C). One transcript encoding a leaf rust 10 disease resistance locus receptor-like protein kinase (XM_037561459.1) was exclusively expressed in *Wsm2*+ (T) conditions (TPM = 5, *P* < 0.001) (Figure 7D, Supplementary Table S16). This transcript was present in six wheat varieties and in each case, was located on chromosome 3B, approximately 20 Mbp downstream of the left boundary marker for the *Wsm2* locus (Supplementary Table S18).

**Figure 7:**
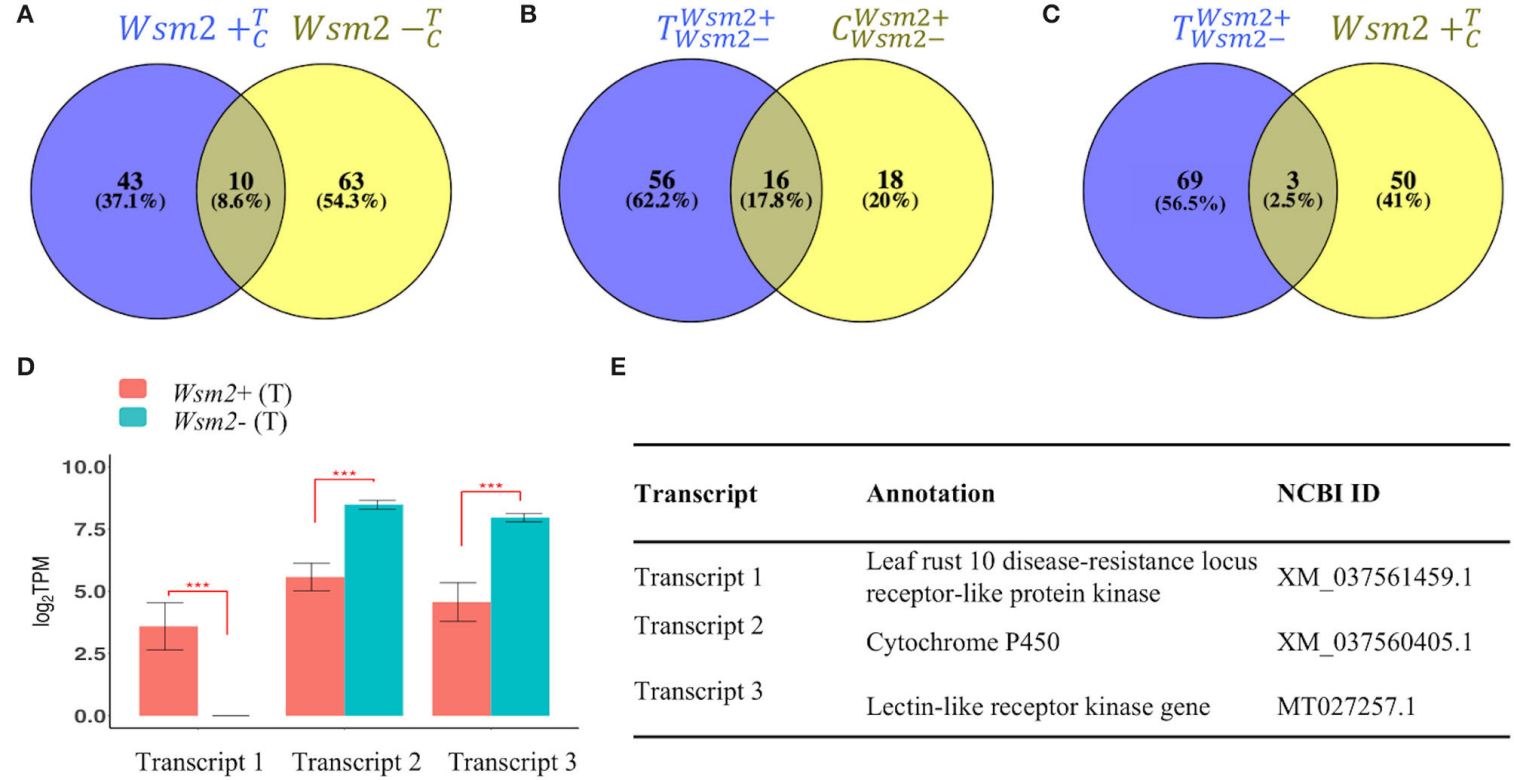
Expression analysis of *de novo* assembled transcripts absent from “Chinese Spring.” Venn diagrams show the total number of differentially expressed transcripts (DETs) (*P*adj < 0.01) between **(A)** ${Wsm2+}_{C}^{T}$ and ${Wsm2-}_{C}^{T}$, **(B)** $T_{Wsm2-}^{Wsm2+}$ and $C_{Wsm2-}^{Wsm2+}$, and **(C)** $T_{Wsm2-}^{Wsm2+}$ and ${Wsm2+}_{C}^{T}$. **(D)** Expression in Log_2_TPM of three DETs significant in both $T_{Wsm2-}^{Wsm2+}$ and ${Wsm2+}_{C}^{T}$ contrasts. ***P < 0.001. **(E)** Annotations of three DETs.

The two other transcripts exhibited significantly higher expression in *Wsm2*- genotypes compared to *Wsm2*+ genotypes in WSMV-treated conditions (*P* < 0.001), indicating they may be negatively associated with *Wsm2*-mediated resistance (Figure 7D, Supplementary Table S16). One transcript encodes a cytochrome P450 (XM_037560405.1) and was present at the distal end of chromosome arm 3BL in ten wheat varieties with genome assemblies (Supplementary Table S18). This is more than 800 Mbp from the *Wsm2* locus, suggesting it is unlikely to be located in the *Wsm2* region. The other transcript encodes a lectin-like receptor kinase gene (MT027257.1) and was absent from all wheat varieties, indicating that this likely represents a rare transcript in *Wsm2*+ genotypes (Supplementary Table S18).

## Discussion

Although the *Wsm2* locus has been deployed in multiple wheat varieties to confer WSMV resistance, the underlying gene has yet to be identified, limiting our understanding of viral resistance mechanisms in crops. In the current study, genomic analyses in seventeen wheat varieties revealed that *Wsm2* lies in a dynamic and variable region of the genome and is likely rare among modern wheat varieties. Transcriptomic analysis was used to characterize the molecular responses of host plants to WSMV infection and to identify a set of candidate genes that exhibit variation between *Wsm2*+ and *Wsm2-* genotypes.

### *Wsm2* Lies in a Highly Dynamic Region of the Genome and Is Likely Absent From Many Modern Wheat Varieties

The *Wsm2* locus was previously mapped to a 6.5 cM telomeric region of chromosome arm 3BS (Lu et al., 2012; Assanga et al., 2017; Tan et al., 2017), which corresponds to a 4.0 Mbp interval in the IWGSC RefSeq v1.0 wheat reference genome assembly (Supplementary Table S4). The region of this genome is dynamic and variable, with at least eight haplotypic groups and several instances of large insertions and deletions among common wheat varieties (Figure 1). Telomeric regions of the chromosomes are associated with high recombination rates, resulting in frequent duplication and divergence events that potentially contribute to this variation (See et al., 2006; Saintenac et al., 2009). In addition to structural variation, exome regions of *Wsm2* in “Snowmass” exhibited a higher variant rate than the average variant rate across all chromosomes (Supplementary Table S8). Functionally constrained regions of the genome containing essential genes exhibit reduced mutation rates and are subject to stronger purifying selection (Monroe et al., 2022). In contrast, resistance (*R*) genes tend to have a higher rate of variants than other genes, and many are located in clusters (Dolatabadian et al., 2017, 2020). It is more likely that the causative genes underlying *Wsm2* belong to an *R* gene type rather than having an essential developmental role. The reduced purifying selection could contribute to the higher variant rate within this region.

The high rate of variants in the *Wsm2* region is shared between all studied varieties, including those that carry a susceptible *Wsm2* allele type (Supplementary Table S8). It is consistent with *Wsm2* originating from a common wheat genetic background. However, based on their broad WSMV-susceptibility, it is likely that the *Wsm2* resistance variant is absent from all seventeen wheat genotypes with sequenced genomes, including IWGSC RefSeq v1.0, which is derived from “Chinese Spring” (Table 1). This agrees with previous studies showing that “Chinese Spring” is susceptible to WSMV (Tan et al., 2017) and that *Wsm2* is absent from wild *Brachypodium* accessions, a monocot ancestor of wheat (Zhang and Hua, 2018). Therefore, although the wheat pangenome is a powerful resource to exploit natural variation and characterize genetic variants associated with agronomic traits and stress resistance (Walkowiak et al., 2020), the absence of rare genetic variants from sequenced wheat germplasm might limit their application for some gene discovery projects.

Variation within the *Wsm2* region may explain previous findings of inconsistent marker order across this locus in different mapping populations (Tan et al., 2017). It may complicate the application of marker-assisted selection. Despite the diverse haplotypes in these 17 wheat varieties, including four exhibiting the “AACT” haplotype, all genotypes exhibited a WSMV susceptible phenotype, although the result in “Jagger” is ambiguous (Table 1). The lack of association between these SNPs and WSMV resistance highlights the complexity of this locus, and that marker-assisted selection should be approached with care. Cloning *Wsm2* would allow for the development of perfect markers to confirm its presence in different wheat germplasm for introgressing this resistance allele in breeding programs. In addition to *Wsm2*, several other regions of the genome with weaker associations with WSMV resistance were detected (Figure 2). The peak marker information provided in Supplementary Table S6 can be used to develop assays to validate and select these alleles during germplasm development for WSMV-resistant wheat varieties.

### Candidate Genes Underlying *Wsm2*

That *Wsm2* lying in a dynamic region of the genome is consistent with a previous study showing multiple tandem duplication events involving clusters of BBI genes at this locus (Xie et al., 2021). Further genetic variation in the BBI family was detected in “Snowmass.” Compared to the wheat reference genome, “Snowmass” is predicted to carry a non-functional allele of one BBI gene (*TraesCS3B02G038300*, Supplementary Table S7) and deletion of another (*TraesCS3B02G036200*, Figure 3). Although one *Wsm2*+ specific transcript annotated as a BBI was detected in “Snowmass” (Supplementary Table S17), overall, BBIs showed low transcript levels that were not significantly different between genotypes under WSMV-treated conditions, suggesting they are unlikely to confer WSMV resistance.

*Wsm2* is a dominant allele (Lu et al., 2012), so it is likely that the variant is of gain-of-function. Therefore, while the “Snowmass” genome contains reduced copies of four genes within the *Wsm2* region (Figure 3) and lacks sixteen transcripts present in *Wsm2-* genotypes (Supplementary Table S17), these are unlikely to be causative variants for *Wsm2*.

Six candidate genes within the *Wsm2* interval in “Chinese Spring” were differentially expressed between genotypes (Figure 6). Two DEGs were upregulated in *Wsm2*+ throughout the WSMV infection time course (Figure 6B) and encode SUF system FeS (*TraesCS3B02G035600*) and Chaperone protein DnaK (*TraesCS3B02G035900*). The chaperone protein DnaK (HSP70) responds to both biotic and abiotic stress by helping to prevent the accumulation of excessive newly synthesized proteins and ensure proper protein folding during their transition process (Park and Seo, 2015). Another upregulated candidate in *Wsm2*+ (*TraesCS3B02G035800*) encodes a CC-NB-LRR domain protein with homology to *RPM1*. In *Arabidopsis*, this protein recognizes the avirulence factor, AvrRpm1 from the bacterial pathogen, *Pseudomonas syringae* pv. *maculicola* and triggers plant ETI defense responses (Grant et al., 1995).

It is also possible that *Wsm2* is a novel gene absent from the “Chinese Spring” reference genome. Additional copies of tandemly duplicated UDP-glycosyltransferase genes were identified in “Snowmass” (Figure 3). Although these additional copies were not associated with increased transcript levels at 10 dpi (Supplementary Table S15), they might be induced at other time points and play a role in plant defense against viral pathogens. UDP-glycosyltransferase genes have diverse roles in plant immunity against various types of pathogens. For example, UDP-glycosyltransferase proteins have been shown to function as negative regulators of the necrotrophic fungus, *Botrytis cinerea* in *Arabidopsis* (Castillo et al., 2019) and to promote resistance to the hemi-biotrophic bacterial pathogen, *Pseudomonas syringae* pv *tomato* carrying the *AvrRpm1* gene (Langlois-Meurinne et al., 2005). Moreover, the tomato gene *Twi1*, which encodes a glycosyltransferase, was shown to play a role in plant defense against tomato spotted wilt virus *via* secondary metabolites (Campos et al., 2019).

Through *de novo* assembly of unmapped RNA-seq reads, nine transcripts present in “Snowmass” but absent from “Antero,” “Chinese Spring,” and most other wheat genomes were identified (Supplementary Table S17). Five were annotated as disease-related genes (Leaf rust 10 disease resistance receptor protein kinase, Bowman-Birk inhibitor, and LRR receptor-like kinase). To determine whether these genes are responsible for WSMV resistance, it will be necessary to map their position in the “Snowmass” genome and perform functional characterization either by developing gene knockouts in “Snowmass” or transforming each gene into WSMV-susceptible varieties. Three novel transcripts exhibited differential expression between genotypes. They were also induced in response to WSMV infection and encode a leaf rust 10 disease resistance locus protein kinase, a lectin-like receptor kinase, and a cytochrome P450 (Figure 7, Supplementary Table S18). Cytochrome P450 proteins function in phytoalexin biosynthesis, hormone metabolism regulation, and the biosynthesis of secondary metabolites and other defensive signaling molecules that regulate plant immunity against various pathogen types (Xu et al., 2015). The lectin-like receptor kinase gene (*LecRLK*) is a class of RLK that contains a lectin/lectin-like ectodomain that can bind to carbohydrates (Sun et al., 2020). *LecRLKs* are involved in plant basal defense against biotrophic and necrotrophic pathogens through carbohydrate signal perception, which triggers the PTI response (Sun et al., 2020). However, whether *LecRLKs* are also involved in ETI or play a role in plant response to viral infection remains unknown. The gene annotated as leaf rust 10 disease-resistance locus receptor-like protein kinase-like (*LRK10*) was first identified in wheat, providing resistance to the fungal pathogen, *Puccinia triticina*, which causes wheat brown rust (Feuillet et al., 1997, 1998). The *LRK10* gene was later characterized as an NLR-class of *R* gene in wheat with a strong diversifying selected N-terminal CC domain, suggesting a complex molecular mechanism of pathogen detection and signal transduction (Loutre et al., 2009). Although no evidence suggests that this *LRK10* is involved in plant defense response to viral pathogens, it is possible that this candidate could directly or indirectly interact with viral molecules and could be involved in downstream signal transduction pathways important in immunity.

A more comprehensive analysis of genetic variation would require genomic sequencing of “Snowmass.” Although whole-genome sequencing would be feasible, targeted sequencing of a chromosome arm isolated by flow-sorting may be more cost-effective. This approach has been successfully applied to clone the broad-spectrum of *Lr22a* leaf-rust resistance gene in wheat (Thind et al., 2017) and would be a valuable approach to studying the *Wsm2* locus and other rare alleles in wheat germplasm.

### Insight Into Wheat Host Transcriptomic Response to WSMV Infection

Despite the threat that viral pathogens pose to crop production, we have only a limited understanding of host antiviral immune mechanisms in monocot crops (Mandadi and Scholthof, 2013; Huang, 2021). The current study revealed that metabolic processes and photosynthesis were suppressed in susceptible hosts following WSMV infection (Supplementary Table S12). Our findings are consistent with previous studies, which showed that pathogen infection leads to the suppression of gene expression and protein production in photosynthetic processes (Bilgin et al., 2010; Göhre et al., 2012) due to the growth-to-defense tradeoff to optimize plant fitness and the efficient use of resources (Huot et al., 2017).

*PR* genes are induced upon pathogen infection and encode proteins associated with host defense responses (Ren et al., 2020). *PR1* genes are considered markers for plant resistance to biotrophic pathogens (Van Loon and Van Strien, 1999) and three wheat *PR1* genes were induced by WSMV infection (Supplementary Table S13), suggesting they may play a role in host response. The induction of *PR1* is usually associated with the accumulation of salicylic acid (SA), a phytohormone involved in plant defense that may stimulate host antiviral responses through the inhibition of viral replication, cell-to-cell movement, and long-distance movement (Singh et al., 2004). However, there was no enrichment for phytohormone biosynthesis or signaling functional terms among genes responding to WSMV infection (Supplementary Table S12), and no SA, jasmonic acid (JA), or ethylene signaling genes were found among these DEGs (Supplementary Table S11). This suggests that these phytohormones may not be involved in the response of wheat to WSMV at this time point, although dedicated studies to characterize the role of SA or JA more broadly during WSMV infection will be required. Members of the RNA-binding proteins (RBPs) family can also regulate SA-mediated plant immune responses in *Arabidopsis* (Qi et al., 2010). One wheat RBP protein (TaUBA2C) was recently shown to interact with cysteine-rich protein from the Chinese wheat mosaic virus, which activates downstream defense responses to inhibit viral infection (Li et al., 2022). In the current study, *TaUBA2C* was induced two-fold following WSMV treatment (Supplementary Table S13), indicating that RBPs may play a role in the host response to WSMV infection.

In conclusion, genomic analyses indicate that *Wsm2* lies in a dynamic region of the wheat genome and is likely a rare allele in modern common varieties. This high rate of variation observed in *Wsm2* may complicate marker-assisted selection for virus resistance in breeding programs. Several candidate genes were identified, including genes found only in *Wsm2*+ genotypes. Sequencing the “Snowmass” genome will facilitate the identification of *Wsm2*, which will expand our knowledge of viral resistance mechanisms in crops.

## Data Availability Statement

The RNA-seq dataset presented in this study can be found in the online Gene Expression Omnibus repository under accession number GSE190382. Full details of all data analysis steps and outputs are provided in supplementary files.

## Author Contributions

YX performed the experiment and bioinformatic data analysis and wrote the first draft of the manuscript. YX and SP designed the study and prepared the manuscript. PN and VN provided comments in the paper revision. All authors contributed to the article and approved the submitted version.

## Funding

This work was partially funded by the Colorado Wheat Research Foundation and Colorado Wheat Administrative Committee.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Genomic and Molecular Characterization of Wheat Streak Mosaic Virus Resistance Locus 2 (Wsm2) in Common Wheat (Triticum aestivum L.)
**Source:** Front Plant Sci. 2022 Jul 1;13:928949. doi: 10.3389/fpls.2022.928949
**Supplement:** Supplementary file 1

Supplementary Material

**Figure S1**. Dot plot for pairwise alignment of genomic sequences for *Wsm2* in ‘ArinaLrFor’ (19.4 Mb – 23.4 Mb) and ‘Jagger’ (20.0 Mb – 24.0 Mb) *versus* IWGSC RefSeq v1.0 (15.0 – 19.0 Mb). Red dashed lines indicate the approximate position of the five SNP markers based on their location in the IWGSC Refseq v1.0 genome. Since SNP3 and SNP4 were close, their dashed lines were merged.

**
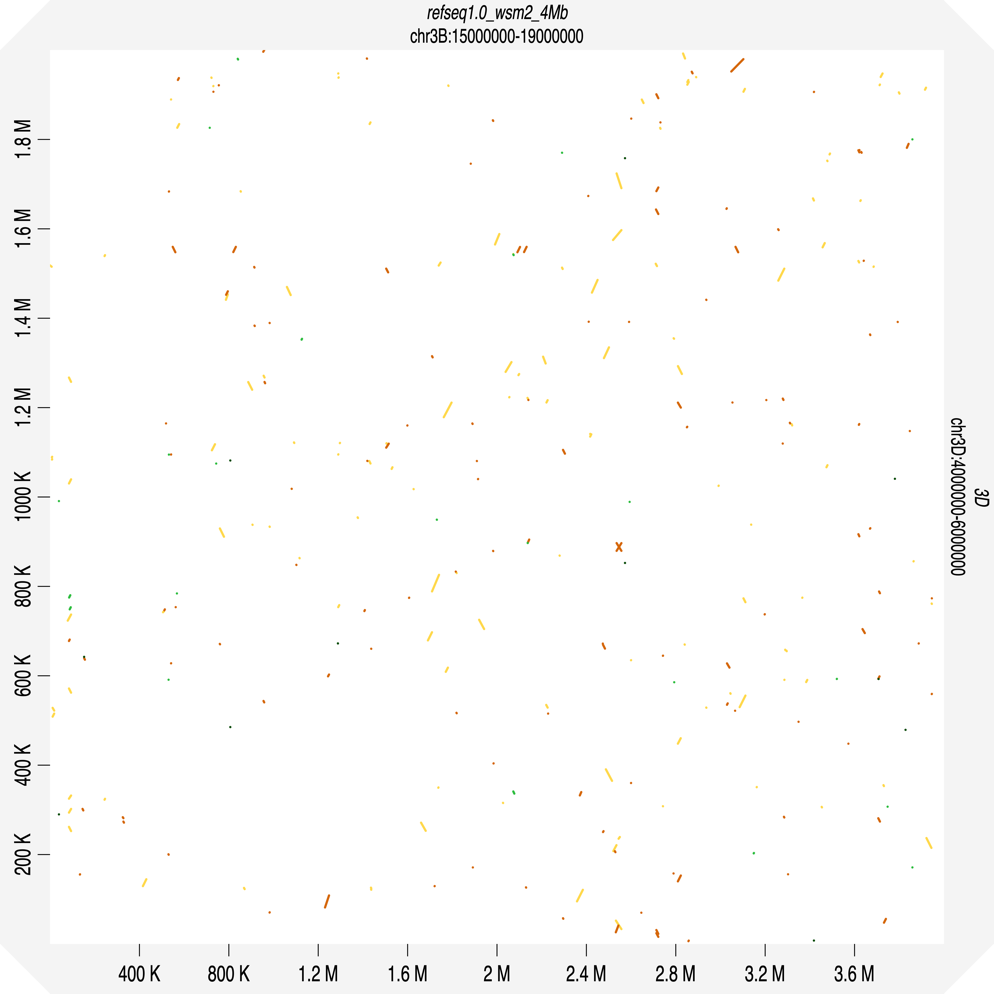
**

**Figure S2.** Dot plot for pairwise alignment of genomic sequences between significant QTL markers on chromosome 3D (4.0 – 6.0 Mb) and the *Wsm2* region on chromosome 3B (15.0 – 19.0 Mb) using IWGSC RefSeq v1.0 sequence.

**Figure S3.** High-resolution visualization of CNVs for candidate genes within the *Wsm2* region using ExomeDepth R package. **A)** Regions containing four candidate genes predicted to have reduced copies in ‘Snowmass’. **B)** Regions containing six candidate genes predicted to have increased copies in ‘Snowmass’.

**Figure S4.** PCA plot for 16 samples in the RNA-seq experiment. Genotype is indicated by shape, circle means *Wsm2*+ whereas triangle means *Wsm2*-; treatment type is indicated by color, red means WSMV-treated, blue means mock-treated. Each genotype and treatment combination have four biological replicates.

**Table S1**. Haplotype and phenotype of selected individuals from the ‘Snowmass’ × ‘Antero’ doubled haploid population used for the RNA-seq study.

**Table S2.** Information for *Wsm2* flanking markers and three *Wsm2*-associated KASP markers (SNP1-SNP6).

**Table S3**. Primer and probe information for WSMV quantification and qRT-PCR of candidate genes.

**Table S4.** Information for 142 candidate genes within *Wsm2* interval, including their physical position in the IWGSC RefSeq v1.0 and IWGSC RefSeq v2.1 genome assemblies, gene ID and predicted functional annotations.

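Of the 142 genes that Table S4 lists, 70 carry high-confidence and 72 low-confidence gene IDs. In the RNA-seq libraries, at least 1 fragment was counted on 33 of the high-confidence genes and on 8 of the low-confidence genes, and 101 genes had no counts in any library. All gene IDs of the table were found in the deposited counts.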

**Table S5**. Physical position of five *Wsm2* associated markers (SNP2-SNP6) in seventeen wheat varieties.

**Table S6**. Name and location of significant GBS markers (LOD > 3) associated with WSMV resistance from the linkage mapping in the Snowmass × Antero DH population.

**Table S7**. Polymorphisms and genetic variant effect for candidate genes within the *Wsm2* locus in ‘Snowmass’ determined from exome reads mapped to IWGSC RefSeq v1.0. Variants are separated by their type, region of the affected gene, impact and functional class. Full details of six high-impact polymorphisms, including two that are present in ‘Snowmass’ but absent from ‘Antero’, that are highlighted in red.

**Table S8**. Variant rate analysis (base pair of exome per variant) for each chromosome in ‘Snowmass’, as well as six selected 4 Mbp regions elsewhere in the genome. The variant rate for the *Wsm2* region (SNP2 to SNP6) in six other wheat varieties (‘Antero’, ‘Brawl’, ‘Byrd’, ‘CO940610’, ‘Hatcher’ and ‘Platte’) were also included.

**Table S9**. RNA-seq read numbers and mapping statistics for each sample mapped to the combined IWGSC RefSeq v1.0 and WSMV genome assembly and to the IWGSC RefSeq v1.0 genome assembly alone.

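The counts used here can be set against the trimmed reads that Table S9 lists, taken here as read pairs. The paper does not state this, but if the listed reads were single reads, there would be fewer read pairs than counted fragments in all 16 libraries. The total count of a library was 69.8% ± 1.7 (SD, n = 4) of its trimmed reads in *Wsm2*+ (T), 70.6% ± 1 (SD, n = 4) in *Wsm2*+ (C), 68.4% ± 3.7 (SD, n = 4) in *Wsm2*- (T) and 72.5% ± 2.8 (SD, n = 4) in *Wsm2*- (C), with a range over the 16 libraries from 65.2% to 76.7%. The remaining reads include those that aligned to WSMV, to several places or outside exons, and those that did not align.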

**Table S10**. Raw and normalized WSMV read counts (CPM and logCPM) for each of the 16 RNA-seq samples.

**Table S11**. Differentially expressed genes in four contrasts between treatment and genotype using IWGSC RefSeq v1.0 as a mapping reference. Mean transcript levels (TPM) for each condition, fold-change and FDR adjusted *P* values for each gene are provided.

**Table S12**. List of significantly enriched Molecular Function (MF) and Biological Process (BP) GO terms (*P* < 0.01) for up- and down-regulated DEGs between WMSV-treated *vs.* mock-treated samples and for the 3,470 unique DEGs between *Wsm2+* and *Wsm2-* genotypes in WSMV-treated conditions.

**Table S13**. Expression profiles of *PR* and defense related genes (in TPM) in wheat under four conditions (WSMV-treated *vs.* Mock-treated in two genotypes). The pairwise comparisons (fold change, log_2_ fold change, and *P*adj) were performed between WSMV *vs.* Mock treatment in *Wsm2-* samples, fold change > 1 and *Padj* < 0.01 were defined as up-regulated (Up) genes, whereas fold change < 1 and *Padj* < 0.01 were defined as down-regulated (Down) genes. Functional annotation, GO ID, and GO term for *PR1, PR2, PR3, PR5, PR9* were from Ren et al., (2020). The IWGSC gene ID for *SAPK7* and *TaUBPA2C* were from Li et al., (2022).

**Table S14**. Genomic position and functional annotation of the 22 DEGs on chromosome 3B that are significantly different in the $C_{Wsm2-}^{Wsm2+}$ comparison. DEGs within the *Wsm2* interval are highlighted in red.

**Table S15**. Gene expression and pairwise comparisons (TPM, log_2_ fold change, and *P*adj) for the 142 candidate genes underlying *Wsm2*. Genes that have increased copies in ‘Snowmass’ are in green text, and genes that have reduced copy number in ‘Snowmass’ are in red text. The Bowman-birk inhibitors characterized in Xie et al., 2021 are highlighted in yellow.

**Table S16**. Gene expression and pairwise comparisons (TPM, log_2_ fold change, and *P*adj) for *de novo* assembled transcripts from unmapped reads that were differentially expressed in any of the four pairwise comparisons. *P*adj < 0.01 are highlighted in pink, and the three differentially expressed transcripts that overlapped between $T_{Wsm2-}^{Wsm2+}$ and ${Wsm2+}_{C}^{T}$ are highlighted in red text.

**Table S17**. Information for differentially expressed transcripts (DETs) from plants that were absent or expressed at low levels (< 0.2 TPM) in one genotype. The DETs absent from one genotype were highlighted in yellow, *P*adj < 0.01 were highlighted in pink. Presence/absence analysis were performed for these transcripts in ten other wheat varieties. A dash (-) indicates that the transcript was absent, while the corresponding gene ID is provided if the transcript was present.

**Table S18**. Presence and absence analysis against ten wheat varieties for the three transcripts identified from *de novo* assembly of unmapped transcriptomes that exhibited differential expression between genotypes and were also induced in response to WSMV infection.

References

Li, J., Feng, H., Liu, S., Liu, P., Chen, X., Yang, J., et al. (2022). Phosphorylated viral protein evades plant immunity through interfering the function of RNA-binding protein. *PLOS Pathogens* 18, e1010412. doi: 10.1371/journal.ppat.1010412.

Ren, Z., Liu, J., Din, G. M. U., Zhang, H., Du, Z., Chen, W., et al. (2020). Transcriptome analysis of wheat spikes in response to *Tilletia controversa* Kühn which cause wheat dwarf bunt. *Scientific Reports* 10, 21567. doi: 10.1038/s41598-020-78628-0.

How the deposited data were processed for this re-analysis (not part of the article)

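RNA-seq libraries of leaf tissue were available for 16 samples, 4 biological replicates in each of 4 conditions given by genotype (*Wsm2*+ or *Wsm2*-) and treatment (WSMV-treated, T, or mock-treated, C), harvested at 10 dpi. The samples came from 8 DH lines, 4 per genotype, and each line contributed 1 WSMV-treated and 1 mock-treated library. The authors trimmed the reads with fastp, aligned them with STAR to the IWGSC RefSeq v1.0 wheat genome combined with a WSMV sequence, and counted fragments with featureCounts against the high- and low-confidence gene models. The deposited values are raw counts per gene, with no normalization or filter, together with the exon coordinates and the merged exon length of each gene, which equals the length given by the authors for all 269428 genes. Fragments were counted on exons without regard to strand, and by the default of the program reads that align to several places or overlap several genes were not counted, so levels of near-identical or overlapping genes are uncertain. The counts hold no WSMV entry, so WSMV reads were not analysed here. A reference table of wheat gene names was searched for the gene IDs and matched 0 of them, since it covers another assembly, so the comparisons of photosynthesis and pathogenesis-related gene families and of GO terms were not run. Gene annotations were taken only from Supplementary Table S4 and from the paper's text.

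Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr with the condition as group (minimum count 10, minimum total count 15), which left 68455 genes. TMM factors were computed on these genes, a quasi-likelihood model with 1 mean per condition was fitted to all 16 libraries with robust estimation of the spread, and each contrast was tested with edgeR's quasi-likelihood F-test, two-sided, with Benjamini-Hochberg adjustment over all tested genes. A gene was called at an FDR under 0.01, with no minimum fold change. The contrasts were WSMV against mock treatment within each genotype, *Wsm2*+ against *Wsm2*- within each treatment, and the interaction of genotype and treatment. Standard errors of log2 fold changes were derived from the F statistic. CPM values used the TMM-scaled library sizes. TPM values were computed from the counts and the gene lengths over all genes. A count of 0 over the 4 libraries of a condition was taken to allow up to 3 counts, and ratios to groups with 1 to 3 counts carry a 95% interval from the exact binomial (Clopper-Pearson) method. Such limits and intervals cover counting error only. Principal components used log2 CPM with a prior count of 2, centred and not scaled, of the 500 most variable genes. Single values were compared with exact permutation tests and proportions with Fisher's exact test.

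The depth was between 16457663 and 22324103 counts per library. The main comparisons were tested on data simulated from the means, spread and library sizes of the 16 libraries, with 200 of the 68455 genes changed by known fold changes. The quasi-likelihood test called 24% of the changed genes in the WSMV against mock comparison of *Wsm2*-, 24.5% in that of *Wsm2*+, 21.5% and 25.5% in the genotype comparisons under mock and WSMV treatment, and 3.5% in the interaction. It called 1 unchanged gene in the genotype comparison under mock treatment and none in the others. DESeq2 called 42% of the changed genes in both comparisons where it was run, with 31 unchanged genes among 115 calls for WSMV against mock in *Wsm2*- and 23 among 107 calls between genotypes under mock treatment.

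Whether replicate numbers pair the libraries was checked from the correlation over genes of the libraries' deviations from their condition means. Supplementary Table S1 gives each replicate number 1 DH line per genotype. Libraries of the same number under both treatments correlated at 0.188 to 0.293 in *Wsm2*+ and at 0.144 to 0.443 in *Wsm2*-, while the median for different numbers was -0.07 and -0.11, so the treatment comparisons are paired by DH line. The main model has no block, since the paper's methods name none, and the model with the DH line as a block was an alternative.

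The settings, alternatives and rules for naming genes were chosen before the data were examined, apart from those named as added later. The alternatives were DESeq2 on the 16 libraries or on the 8 libraries of each pair, RLE normalization, scaling by library size only, no filter (every gene with at least 1 count), a stricter filter (a CPM of at least 1 in at least 4 libraries), high-confidence genes only, edgeR on the 8 libraries of each pair, the DH line or the replicate number as a block, an FDR under 0.05, an absolute log2 fold change of at least 1, and leaving out each library in turn. For PC1, the alternatives were DESeq2's variance stabilizing transformation, all genes that pass the filter and genes scaled to unit variance, and for the trypsin inhibitor genes it was CPM in place of TPM. The sum of the libraries of each DH line and TPM with exon lengths summed over all transcripts were added after the data had been seen. Named genes are every gene that the paper names by ID for its expression, copy number or variants in the *Wsm2* interval and, for each of the 4 pairwise comparisons, the 2 genes with the largest rise and the 2 with the largest fall among called genes whose 4 libraries in 1 group are all above the 4 of the other and whose mean CPM is at least 1 in the higher group. The values of Figures 3 and 6 and of Tables S1 to S10 had been seen when this rule was written. The time course, exome, qRT-PCR and *de novo* assembly experiments were not analysed here.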

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

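All tests in this part were chosen after the results had been seen. In groups of 4 replicates, a library was singled out when its gap to the nearest other library, divided by the range of the group, was above Dixon's 95% critical value. This was the case in 10 of 103 groups of library totals, shares, scaling factors, component scores and named genes, where chance gives about 1 in 20, or 5.2. All 10 were among the 79 groups of named genes, where chance gives about 3.95. The groups are not independent, because several belong to the same gene, so the one-sided binomial p of 0.0336 over the 103 groups does not decide whether the number exceeds chance.

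The gene TraesCS3B02G035600, tested in both CPM and TPM, stood out in 3 conditions, each time in 1 of the 2 units only. In *Wsm2*+ (T), replicate 2 had 269.1 CPM, compared with 88.6 to 110.2 CPM in the other 3 libraries (gap over range 0.881, and 0.816 in TPM, just under the critical value). TMM scaling does not account for this gap, since without it the library still had 227.8 CPM, compared with 87.4 to 111.1 CPM in the others. Weaker infection of this replicate may play a part. Against this, replicate 4, the other library of this condition with a low PC1 score, had 104.4 CPM, but a single library excludes nothing. In favor of it, the paper's WSMV level of replicate 2 was below that of replicate 4 and below the mean of the remaining libraries of this condition. The mock-treated library of the same DH line had 264.3 CPM, the highest of its condition but close to 2 of the other mock-treated libraries (230.7 and 234.6 CPM), so a higher level in this line cannot be told apart from a missing response to treatment, because each line has 1 library per treatment. In the 3 other lines the gene was lower after WSMV treatment, by 0.93 to 1.14 on the log2 scale. In *Wsm2*- the library far from the others in TPM was replicate 3 of (T), with 13.88 TPM (0.844, and 0.629 in CPM), and replicate 1 of (C), with 18.53 TPM (0.854, and 0.749 in CPM). These deviations were small beside the difference between genotypes. No biological explanation was tested for them.

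The gene TraesCS3B02G056100, which lies outside the *Wsm2* interval, had 20.04 CPM in *Wsm2*- (C) replicate 4, compared with 8.74 to 10.4 CPM in the other 3 libraries. TMM scaling is argued against by the counts themselves, 448 here and 132 to 204 in the other 3 libraries, whose totals are similar (24.28 CPM by library size only, compared with 7.31 to 10.3 CPM). A higher level in this DH line is argued against by the WSMV-treated library of the same line, which had 11.65 CPM, the lowest of its condition. A response like that to WSMV, as may set this library apart on PC1, is argued against as the whole cause by the WSMV-treated *Wsm2*- libraries, of which the highest had 16.19 CPM. Other states of these plants were not tested and remain open.

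In TraesCS3D02G094400, *Wsm2*- (T) replicate 3 had 28.84 CPM, compared with 25.3 to 25.7 CPM in the other 3 libraries. The other 3 values lie unusually close together, and no explanation was tested.

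In 5 groups, a single library held counts of a gene where the other 3 had none. These were TraesCS3B02G034900 in *Wsm2*- (T) replicate 2 (0.05946 TPM), TraesCS3D02G537800 in *Wsm2*+ (C) replicate 4 (0.05856 CPM), TraesCS7D02G028100 in *Wsm2*+ (C) replicate 1 (0.1129 CPM), TraesCS3B02G058700 in *Wsm2*- (C) replicate 3 (0.1748 CPM) and TraesCS3B02G042300 in *Wsm2*+ (T) replicate 4 (0.05326 CPM). The highest count among these libraries was 3, so each rests on very few fragments and carries no weight on its own.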

How the results depend on the processing

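The sum of the libraries of each DH line, TPM with exon lengths summed over transcripts and the comparison of both tools by their calls on simulated data were chosen after the data had been seen, and the other alternatives were planned. Of the values of the comparisons, 68 stayed within 1.5 times the main count or on the same side of the threshold under the alternatives that keep all libraries, and 39 moved. RLE normalization, library size only, the stricter filter, high-confidence genes only and an absolute log2 fold change of at least 1 left the total count of each comparison within 1.5 times. Counts of 1 direction moved further with library size only, to 927 genes lower with treatment in *Wsm2*- (2440), 169 higher and 817 lower in *Wsm2*+ under WSMV treatment (393 and 342) and 2 lower under mock treatment (1), and with an absolute log2 fold change of at least 1, to 188 lower under WSMV treatment. Of the values of named single genes, 271 kept their direction and side of the threshold, 18 fell short of it, 9 passed it only under an alternative, 13 moved (all of them TPM values with summed exon lengths) and 0 reversed.

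DESeq2 on the 16 libraries called 9058 genes for WSMV against mock in *Wsm2*- (5443 in edgeR's test), 1478 in *Wsm2*+ (32), 73 between the genotypes under mock treatment (4), 3565 under WSMV treatment (735) and 433 for the interaction (0, with 7819 genes at an unadjusted p under 0.05 in edgeR's test). It found 28 genes in both genotype comparisons (4), among them 6 of the interval (3), which are the 6 genes of the paper. On the 8 libraries of each pair, DESeq2 called 2547 genes for treatment in *Wsm2*+, 65 between the genotypes under mock treatment and 4985 under WSMV treatment, with 25 shared and 6 of the interval in both. Both a larger share of false calls by DESeq2 and a lower power of the quasi-likelihood test may contribute. On simulated data, 31 unchanged genes were among the 115 DESeq2 calls for WSMV against mock in *Wsm2*-, and edgeR called 24% of the changed genes, compared with 42% by DESeq2. The 24% comprised 48.9% of the genes changed 4-fold and 1.89% of those with the smaller change. Only 200 genes were changed in the simulation, and both shares depend on that number, so they do not carry over to the measured data. How much each contributes there was not tested.

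With edgeR on the 8 libraries of each pair, which leaves fewer libraries to estimate the spread, 2172 genes were called for treatment in *Wsm2*-, 94 in *Wsm2*+, 2 between the genotypes under mock treatment and 6 under WSMV treatment, of which 5 were among the 735. One gene was shared, 1 of the interval and of the 6 genes. TraesCS3B02G035600 had an FDR of 0.0123 under WSMV treatment in this setting, and TraesCS3B02G035800 and TraesCS3B02G056100 had 0.0759 and 0.0401 under mock treatment. With no filter, 80 genes were called for treatment in *Wsm2*+, 9 between the genotypes under mock treatment and 9 in both genotype comparisons, and the cause was not tested. An FDR under 0.05, a wider limit by construction, gave 12223 and 505 genes for treatment in *Wsm2*- and *Wsm2*+, 12 and 4396 between the genotypes under mock and WSMV treatment, 19 for the interaction, 12 shared, and 5 of the interval and of the 6 genes in both.

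With the DH line as a block, 64 genes were called for treatment in *Wsm2*+, and no other count moved by more than 1.5 times, but 4407 of the 5443 genes of *Wsm2*- and 17 of the 32 genes of *Wsm2*+ were among those called. Replicate numbers do not pair the genotypes: libraries of the same number in both genotypes correlated at -0.19 to 0.108 under mock treatment and at -0.099 to -0.002 under WSMV treatment. With the replicate number as a block all the same, 11 genes were called under mock treatment, all 11 of them shared, and 494 under WSMV treatment. The sum of the libraries of each DH line gave 20 genes between the genotypes, set against the 4 of mock treatment, and the cause was not tested.

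The share of genes called under mock treatment that lie on chromosome 3B stayed above that of the tested genes in every setting tried, from 34.25% with DESeq2 on the 16 libraries to 100%. The slope of the response in *Wsm2*+ on that in *Wsm2*- was 0.652 with the DH line as a block and 0.646 with the stricter filter. PC1 carried 49.8% of the variance with the variance stabilizing transformation, 32.3% with all genes that pass the filter and 35.81% with genes scaled to unit variance. The highest trypsin inhibitor value was 4.019 CPM in place of 7.52 TPM, a change of unit.

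With each of the 16 libraries left out in turn, the count for treatment in *Wsm2*- ranged from 2435 (without *Wsm2*- (C) replicate 2) to 10548 (without *Wsm2*- (C) replicate 4), with 3502 and 2792 without *Wsm2*- (C) replicates 1 and 3 and 2524 and 2896 without *Wsm2*- (T) replicates 2 and 4. In *Wsm2*+ it ranged from 1 (without *Wsm2*+ (C) replicate 1 or 2) to 759 (without *Wsm2*- (C) replicate 4), with 4 and 6 without *Wsm2*+ (C) replicates 3 and 4, 7, 149, 10 and 55 without *Wsm2*+ (T) replicates 1, 2, 3 and 4, and 16, 11, 19 and 12 without *Wsm2*- (T) replicates 1, 2, 3 and 4. Between the genotypes it was 4 to 6 under mock treatment, while under WSMV treatment it ranged from 26 (without *Wsm2*+ (T) replicate 4) to 2459 (without *Wsm2*- (C) replicate 4), with 1150, 359 and 357 without *Wsm2*- (C) replicates 1, 2 and 3, 365, 438 and 435 without *Wsm2*+ (C) replicates 2, 3 and 4, 878, 34 and 124 without *Wsm2*+ (T) replicates 1, 2 and 3 and 212, 41, 91 and 95 without *Wsm2*- (T) replicates 1, 2, 3 and 4. The interaction stayed at 0 calls at the FDR threshold, the shared genes at 4 to 6 and the interval genes in both comparisons at 3. The slope ranged from 0.563 (without *Wsm2*+ (T) replicate 1) to 0.7 (without *Wsm2*+ (T) replicate 2), and PC1 carried 30.48% (without *Wsm2*- (T) replicate 2) to 39.85% (without *Wsm2*+ (T) replicate 4). Of the values of single genes, 364 kept their side of the threshold and 68 fell short of it.

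The comparisons of photosynthesis and pathogenesis-related genes, of GO terms and of WSMV reads were not run. Gene annotations were not at hand for them, and the counts hold no WSMV entry. The paper's own annotated table of pathogenesis-related genes was not used here. Depth limits low values: a count of 0 over the 4 libraries of a condition allows up to 0.0341 CPM in *Wsm2*- (T) and 0.0437 CPM in *Wsm2*+ (C).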

Differences from the paper's values

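All comparisons here use alternatives set before the data were examined, apart from TPM with summed exon lengths and the test on PC1 scores. These exceptions were chosen after the values had been seen. DESeq2 is the tool that the paper's methods name. A value is listed where one is more than 1.5 times the other. For every value listed in the next 3 paragraphs, DESeq2 on the 16 libraries and DESeq2 on the 8 libraries of each pair fall within 1.5 times the paper's value. Further settings that do are named with the value, and the remaining alternatives do not.

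For WSMV against mock treatment in *Wsm2*-, the paper's count is 8975 genes, 5031 of them upregulated and 3944 downregulated, compared with 5443, 3003 and 2440 here. The total and the upregulated genes also fall within 1.5 times at an FDR under 0.05, the upregulated genes with library size only, and all 3 counts without *Wsm2*- (C) replicate 4.

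Between the genotypes under mock treatment, the paper's counts are 28 genes higher and 36 lower in *Wsm2*+, compared with 3 and 1 here. The paper's number on chromosome 3B is 22, or 34.4%, compared with 4, or 100%, here, and the share also falls within 1.5 times with the replicate number as a block. For mock treatment only, the paper shows about 35 genes in Fig. 5B, read by eye, compared with 0 here in edgeR's test, where 6281 genes had an unadjusted p under 0.05 and DESeq2 on the 16 libraries gave 45.

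Under WSMV treatment, the paper's count is 3499 genes, 1920 higher and 1579 lower in *Wsm2*+, compared with 735, 393 and 342 here. The paper's count for WSMV treatment only is 3470, compared with 731. These 4 counts also fall within 1.5 times at an FDR under 0.05, and all but the number lower in *Wsm2*+ also without *Wsm2*- (C) replicate 4. For both comparisons, the paper shows about 29 genes in Fig. 5B, read by eye and given in words in its text, compared with 4. The paper's number of interval genes called in both is 6, compared with 3, and an FDR under 0.05 also falls within 1.5 times. The same 6 genes were called here under WSMV treatment, in the directions of the paper, and DESeq2 called all 6 under both treatments.

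The bars of Figure 6A match the values here on the log2(TPM + 1) scale only when gene lengths are the exon lengths summed over transcripts, a setting chosen after the values had been seen: 24 of 24 bars then lie within 0.15 (largest gap 0.047), compared with 10 of 24 with the merged exon length. For TraesCS3B02G034500, whose length is 3837 merged and 21903 summed, the value in *Wsm2*+ (C) is 2.56 and 0.98, and for TraesCS3B02G035900, with lengths of 1912 and 5238, it is 5.44 and 4.21.

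The paper places the Bowman-Birk inhibitor genes of the interval under a low limit of expression in all samples. Of the 15 genes annotated as trypsin inhibitors, 10 had no counts, but TraesCS3B02G037000 reached 7.52 TPM and TraesCS3B02G038700 reached 2.98 TPM in a single library, TraesCS3B02G037100 reached 1.30 TPM and TraesCS3B02G037300 reached 0.74 TPM. These TPM values use merged exon lengths and were not computed with summed exon lengths, the scale that matches Figure 6A. They may therefore not be on the scale of the paper's limit. Which of the 15 are the genes of the paper was not determined here. The paper states that samples did not group by genotype. On PC1 the WSMV-treated libraries did not overlap between the genotypes (lowest *Wsm2*- score 46.1, highest *Wsm2*+ score 36.87), with an adjusted exact permutation p of 0.0762, while the mock-treated libraries overlapped. The paper states that the response of the host varies with the presence of *Wsm2*. In the test of the interaction itself, edgeR called 0 genes, with 7819 at an unadjusted p under 0.05. DESeq2 on the 16 libraries called 433. On simulated data the edgeR test of the interaction called only 3.5% of the changed genes, so 0 calls do not argue against the paper's statement.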

Other observations

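The tests of explanations and the splits in this part were all chosen after the results had been seen.

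The mock-treated library *Wsm2*- (C) replicate 4 lies toward the WSMV-treated libraries on PC1, and leaving it out raised the number of genes called between treatments in *Wsm2*- from 5443 to 10548. It also raised 2 counts of comparisons that do not include it, from 32 to 759 for treatment in *Wsm2*+ and from 735 to 2459 between the genotypes under WSMV treatment. A swap of labels with the WSMV-treated library of the same DH line is argued against by the PC1 score of that library, 62.45, far above every mock-treated library. A library of another DH line is argued against by 46 genes counted at least 20 times in *Wsm2*- (T) replicate 4 and not at all in the other 3 WSMV-treated *Wsm2*- libraries: 97.8% of these were detected in this library, compared with at most 8.7% in the other *Wsm2*- mock-treated libraries. RNA of infected leaves mixed in is argued against by 46 genes with at least 100 counts in each WSMV-treated *Wsm2*- library and none in the other 3 mock-treated libraries. Their summed CPM here was 1.86% of that in *Wsm2*- (T) replicate 4, and 7 of them had no count, whereas the slope of the library's deviation on the WSMV response of *Wsm2*+ was 0.476. By the paper's Supplementary Table S10, its WSMV level was 0.00468% of that of the WSMV-treated library of the same line, compared with 0.000987% to 0.00915% in the other 3 mock-treated libraries. Its total count exceeded that of 2 of these 3 libraries, so library size does not set it apart, and its deviation correlated with log2 gene length at only 0.044 (-0.044 to 0.034 in the others). The deviation correlated with the WSMV response of *Wsm2*+ at 0.408, compared with -0.225 to -0.112 in the others, so a response like that to WSMV without much virus, as to another stress, may be a candidate explanation. With 1 library it cannot be told apart from other states of these plants.

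The response to WSMV appeared smaller in *Wsm2*+. Of the 7819 genes with an unadjusted interaction p under 0.05, 6691 (85.6%) had the smaller absolute response in *Wsm2*+, compared with 63.2% of all tested genes. The slope of 0.646 was taken over genes called in *Wsm2*-, a choice that may lower it. Over 2000 genes chosen by the mean response of both genotypes, the ratio of the fitted response in *Wsm2*+ to that in *Wsm2*- was 1.134, whereas response scores per DH line from log2 CPM, also over 2000 genes chosen by both, averaged 0.84 ± 0.249 (SD, n = 4) in *Wsm2*+ and 1.043 ± 0.397 (SD, n = 4) in *Wsm2*-. These measures point in opposite directions and leave this open. The spread between DH lines remains open too. The scores of the lines gave p = 0.4 (exact permutation test, two-sided), but this rests on line CO12D897 (0.496), whose mock-treated library is *Wsm2*- (C) replicate 4. The other 3 *Wsm2*- lines (1.103, 1.448 and 1.124) exceeded every *Wsm2*+ line (0.553 to 1.053), and without CO12D897 the p was 0.0857. Less virus in *Wsm2*+ also remains open. The highest PC1 score of a *Wsm2*+ (T) library was 36.87, below all *Wsm2*- (T) libraries, but the virus levels in the paper's Supplementary Table S10 do not overlap between the genotypes, so virus level and genotype cannot be told apart.

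All 32 genes called for treatment in *Wsm2*+ were upregulated. With library size only, edgeR called 0 genes lower (9509 genes had an unadjusted p under 0.05 in edgeR's test with TMM scaling, and DESeq2 on the 16 libraries called 37 genes lower), but this says nothing about TMM scaling, because leaving it out raised the fold changes of this comparison. Larger changes may pass the threshold more easily: the lowest absolute log2 fold change of a called gene was 1.505, the median was 4.56, and 1056 tested genes had a log2 fold change of 4 or more, compared with 49 at -4 or less. Size alone did not decide, since only 19 of the 1056 genes were called and none of the 49. The largest fitted fall among genes with a mean CPM of at least 1 in *Wsm2*+ (C), in TraesCS7D02G023300, was not called (edgeR FDR 0.305), and 1440 of its 1441 mock counts lay in replicate 4. Without *Wsm2*- (C) replicate 4, 754 genes were called higher and 5 lower. Since the called genes were chosen by the threshold, this remains open.

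Some of the genes called between the genotypes outside the *Wsm2* interval lay near it, though most did not. With the libraries summed per DH line, 20 genes were called, of which 4 lay in the interval, 5 between 10 and 31 Mb of chromosome 3B outside it, 1 elsewhere on 3B and 10 on other chromosomes. The 5 genes were among 101 tested genes of that window (Fisher's exact test, one-sided, p = 2.25e-11, with neighboring genes not independent and the window set after the genes had been seen). A chromosome segment shared by the lines of a genotype is a candidate explanation for these 5 genes, and the other genes outside the interval were not explained. Reads of 1 haplotype lost in mapping to the reference may also contribute, and 2 of the 5 genes were lower in *Wsm2*+, which leaves this open.

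Other splits of the same libraries rank the real split among its alternatives, but their counts do not measure what chance alone would give. Each mixes WSMV-treated with mock-treated libraries, or lines of both genotypes. Real differences then widen the spread within its groups and can lower its count. Splits that keep both libraries of a DH line together also hold differences between lines. Of the 35 splits of the 8 libraries of a genotype into 4 and 4, only the real split (1 of 35) gave as many genes as the treatment comparison, in *Wsm2*- (highest other 16) and in *Wsm2*+ (highest other 23), and of the 8 splits that part all 4 pairs of a DH line the others gave 0 genes in edgeR's test. For splits of the 8 DH lines, only the real one (1 of 35) reached the count between the genotypes under WSMV treatment (highest other 22), the number of genes with an unadjusted interaction p under 0.05 (highest other 6100), the Fisher p for chromosome 3B (7.89e-06, lowest other 0.000149), and the interval genes called under both treatments (0 in all others). The 6 candidate genes were chosen by the paper from these same libraries, so that only the real split (1 of 35) called any of them under both treatments says nothing about chance. Chance cannot be excluded for the number of genes called under mock treatment, reached by 4 of 35 splits (up to 22 genes), for the number shared by both genotype comparisons, reached by 4 of 35 (up to 21 genes), or for the share of 100% on chromosome 3B, reached by 2 of 35 (3 of 3 genes in the other split). For the number of interaction calls, the splits say nothing, since a count of 0 is reached by all 35 of them whatever the data.

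In the interval, TraesCS3B02G038900 (annotated as a protein kinase) had a log2 fold change between *Wsm2*+ and *Wsm2*- of -4.29 under mock treatment (standard error 1.12, edgeR FDR 0.424, and 0.0054 when adjusted over the interval genes alone) and -2.61 under WSMV treatment (edgeR FDR 0.129, and 0.0341 over the interval genes alone). Its TPM was 0.212 ± 0.345 (SD, n = 4) in *Wsm2*+ (C) and 5.80 ± 8.25 (SD, n = 4) in *Wsm2*- (C), where replicate 4 had 18.04 TPM and the other 3 libraries had 1.72 ± 1.47 TPM (SD, n = 3). Under WSMV treatment it was 1.55 ± 0.902 (SD, n = 4) in *Wsm2*+ (T) and 12.2 ± 2.10 (SD, n = 4) in *Wsm2*- (T), with no overlap between the libraries of the genotypes. Without this library the log2 fold change under mock treatment was -2.84 (edgeR FDR 0.679, and 0.0253 over the interval genes alone). TraesCS3B02G042400LC had no counts in any library.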
